# Epitranscriptome changes triggered by ammonium nutrition regulate the proteome response of maritime pine roots

**DOI:** 10.3389/fpls.2022.1102044

**Published:** 2022-12-22

**Authors:** Francisco Ortigosa, César Lobato-Fernández, Juan Antonio Pérez-Claros, Francisco R. Cantón, Concepción Ávila, Francisco M. Cánovas, Rafael A. Cañas

**Keywords:** nitrogen nutrition, ammonium, epitranscriptomics, ONT sequencing, *Pinus pinaster*, translation

## Abstract

Epitranscriptome constitutes a gene expression checkpoint in all living organisms. Nitrogen is an essential element for plant growth and development that influences gene expression at different levels such as epigenome, transcriptome, proteome, and metabolome. Therefore, our hypothesis is that changes in the epitranscriptome may regulate nitrogen metabolism. In this study, epitranscriptomic modifications caused by ammonium nutrition were monitored in maritime pine roots using Oxford Nanopore Technology. Transcriptomic responses mainly affected transcripts involved in nitrogen and carbon metabolism, defense, hormone synthesis/signaling, and translation. Global detection of epitranscriptomic marks was performed to evaluate this posttranscriptional mechanism in un/treated seedlings. Increased N^6^-methyladenosine (m^6^A) deposition in the 3’-UTR was observed in response to ammonium, which seems to be correlated with poly(A) lengths and changes in the relative abundance of the corresponding proteins. The results showed that m^6^A deposition and its dynamics seem to be important regulators of translation under ammonium nutrition. These findings suggest that protein translation is finely regulated through epitranscriptomic marks likely by changes in mRNA poly(A) length, transcript abundance and ribosome protein composition. An integration of multiomics data suggests that the epitranscriptome modulates responses to nutritional, developmental and environmental changes through buffering, filtering, and focusing the final products of gene expression.

## Introduction

Discoveries in the nascent field of molecular biology culminated in the central dogma of molecular biology during the 1970s (Crick, 1970). Currently, it is known that transcription and translation processes are not always directly linked. Multiple factors intervene in the gene response and its regulation. Two good examples of this are long noncoding RNAs (lncRNAs) (Liu et al., 2015) and microRNAs (miRNAs) (Paul et al., 2015). These types of RNA regulate important aspects of both development and response to external stimuli in plants (Liu et al., 2015; Paul et al., 2015). However, these studies represent only some aspects of overall RNA metabolism. In recent years, an increasing interest has focused on determining the biological role of RNA chemical modifications emerging as a new field of study under the term epitranscriptomics. These modifications are found in all RNA types, such as transfer RNAs (tRNAs), ribosomal RNAs (rRNAs), messenger RNAs (mRNAs) and small RNAs (RNAs) (Xiong et al., 2017). To date, more than 160 different modifications have been identified in RNA (Shen et al., 2019). In *Arabidopsis thaliana*, m^7^G, m^6^A, m^1^A, m^5^C, hm^5^C, and uridylation have been identified as modifications in mRNA (Shen et al., 2019). The marriage between classical detection techniques and high-throughput sequencing has allowed to determine N^6^-methyladenosine (m^6^A) as the most prevalent chemical modification in mRNAs, both in animals and plants (Fray and Simpson, 2015). Transcriptome-wide analysis revealed that the m^6^A mark in transcripts is predominantly located near the stop codon and throughout the 3′ untranslated region (UTR) (Shen et al., 2019). An m^6^A methylation motif (RR**A**CH [R = A/G; H = A/U/C; **A** = m^6^A]) that is conserved between plants and other eukaryotic organisms has been described (Shen et al., 2019). m^6^A deposition, recognition and elimination are carried out by different proteins commonly called writers, readers, and erasers, respectively (Shen et al., 2019). Several cellular functions have been observed to be affected by m^6^A modification, such as mRNA stability (Wei et al., 2018) or translational efficiency (Luo et al., 2014). In addition, proper m^6^A deposition has been reported to be essential during *Arabidopsis* embryo development (Zhong et al., 2008) and to take part in biotic and abiotic plant stress responses (Martínez-Pérez et al., 2017; Anderson et al., 2018), fruit ripening (Zhou et al., 2019), flowering transition (Duan et al., 2017), leaf morphogenesis (Arribas-Hernández et al., 2018), trichome development (Bodi et al., 2012) and apical shoot meristem development (Shen et al., 2016).

Nitrogen (N) is an essential element for plant growth and development, and a key component of cellular constituents such as nucleic acids, proteins, and chlorophylls (Hawkesford et al., 2012). However, little is known about the potential role of the epitranscriptome in the regulation of N nutrition, with only a recent study on the involvement of m^6^A in nitrate assimilation and signaling in *Arabidopsis* (Hou et al., 2021). In soils, plants can take up N inorganic forms such as nitrate ( ${\text{NO}}_{3}^{-}$ ) or ammonium ( ${\text{NH}}_{4}^{+}$ ) and organic forms such as urea, peptides, and amino acids (Jia and von Wirén, 2020). Plants such as rice, tea and maritime pine prefer ${\text{NH}}_{4}^{+}$ over ${\text{NO}}_{3}^{-}$ as the main N source (Sasakawa and Yamamoto, 1978; Ruan et al., 2016; Ortigosa et al., 2020). In many plants, important changes in the transcriptome, proteome and metabolome have been described in relation to nitrogen nutrition and have mainly focused on the supply of ${\text{NO}}_{3}^{-}$ and ${\text{NH}}_{4}^{+}$ (Patterson et al., 2010; Yang et al., 2018; Ravazzolo et al., 2020). In this way, it has been observed that these N forms trigger both shared and differential responses involving different pathways and many result in phenotypic differences such as specific changes in the root system architecture (RSA) and growth (Jia and von Wirén, 2020). Therefore, it is reasonable to hypothesize that some of these described responses to N nutrition may be influenced by epitranscriptome regulatory processes.

Oxford Nanopore Technology (ONT) is a third-generation sequencing platform that is currently the only option for direct sequencing of RNA samples without the requirement of reverse transcription and amplification steps (Parker et al., 2020). These features are of great relevance in transcriptomics as they reduce sequencing biases and maintain nucleoside modifications that enable epitranscriptomic studies (Gao et al., 2021).

Research efforts of this work were focused on maritime pine (*Pinus pinaster* Aiton), which is a conifer typically found in the western Mediterranean region. In these areas maritime pine constitutes extensive forests being mainly located in Portugal, Spain, and France where it has been used for raw material obtention such as timber, pulp, and resin. This tree is a model species for research on functional genomics, drought resistance or nitrogen nutrition and metabolism in conifers (Sterck et al., 2022; Ávila et al., 2022). Maritime pine is a plant with a preference for ammonium over nitrate nutrition, which promotes an increase in biomass accumulation, especially in the roots where a higher number of lateral roots has been observed (Ortigosa et al., 2020; Ortigosa et al., 2022). In addition, ammonium supply promotes transcriptomic changes in several phytohormone-related transcripts such as *ACC oxidase*, as well as localization of phytohormones in root tips (Ortigosa et al., 2022). One of its main attractions is that it can provide an evolutionary insight into different processes studied in other model organisms, since the maritime pine is included in the group of gymnosperms whose appearance on Earth is estimated to be about 100 million years before the appearance of angiosperms (Clarke et al., 2011).

The aim of the present work is to shed light on the short-term response of maritime pine roots to ${\text{NH}}_{4}^{+}$ nutrition, elucidating what kind of regulatory relationship exists between transcriptomics, epitranscriptomics and proteomics. For this purpose, cutting edge and commonly used omics approaches, such as comprehensive transcriptome analyses by direct RNA sequencing (DRS) using ONT, epitranscriptomic modification detection focused on m^6^A assisted by the ONT platform, and quantitative proteomic, were combined in the present study.

## Material and methods

### Plant material

Seeds from maritime pine (*Pinus pinaster* Aiton) from “Sierra Segura y Alcaraz” (Albacete, Spain) were provided by the *Área de Recursos Genéticos Forestales* of the Spanish *Ministerio de Agricultura, Pesca y Alimentación*. Maritime pine seed germination was carried out following the protocol described in (Cañas et al., 2006). Seedlings were grown in vermiculite in plant growth chambers under 16 h light photoperiod, a light intensity of 100 μmol m^−2^ s^−1^, constant temperature of 25 °C and watered twice a week with distilled water. One-month old maritime pine seedlings were used for the experiment. Pine seedlings were randomly subdivided into two different groups, relocated into forestall seedbeds and watered with 80 mL distilled water. After three days of acclimation, the control group was irrigated with 80 mL of water (C) and the experimental group with 80 mL of 3 mM NH_4_Cl. This ammonium concentration (3mM) is N-sufficient for the growth of maritime pine (Canales et al., 2010). Root samples were collected at 24 hours post-irrigation and immediately frozen in liquid N. This experiment was carried out three independent times. The adequate development of each experiment was verified through the gene expression analysis by RT-qPCR of two control genes, *PpAMT1.3* and *PpAMP1* following previous results (Canales et al., 2011; Castro-Rodríguez et al., 2016). The sequences of this genes can be found in Genbank under the following accession numbers: KC807909 (PpAMT1.3) and HM210085 (PpAMP1).

### Metabolite profile

The metabolites for ^1^H-NMR analysis were extracted following the protocol previously described by Kruger et al. (2008) and according to Ortigosa et al. (2020). Extended method descriptions are in the **Supplementary Methods**. All data and results have been included in **Supplementary Figure 1** and **Supplementary Dataset 1**.

### Total RNA isolation

Total root RNA from maritime pine seedlings was isolated following the protocol described by Liao et al. (2004) and modified by Canales et al. (2012). The RNA concentration and purity were determined *via* spectrophotometry on a Nanodrop ND-1000 (Thermo Scientific, Waltham, MA, USA). Purity was determined through the 260/280 and 260/230 ratios. RNA quality was also determined in a Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA). The concentration was verified with a Qubit 4 Fluorometer (Invitrogen, Paisley, UK) and Qubit RNA BR, Broad-Range, Assay Kit (Cat. No. Q10210, Invitrogen, Paisley, UK).

### mRNA isolation and preparation

Samples with a RIN value > 7 were selected to mRNA isolation. The poly(A)-RNA isolation was performed using Dynabeads™ mRNA Purification Kit (Cat. No. 61006, Invitrogen, Paisley, UK) following the manufacturer’s instructions. This process was carried out twice per sample to avoid rRNA contamination. poly(A)-RNA quality was determined in a Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA). The concentration was verified with a Qubit 4 Fluorometer (Invitrogen, Paisley, UK) and Qubit RNA HS, High Sensitivity, Assay Kit (Cat. No. Q32852, Invitrogen, Paisley, UK).

### Direct RNA sequencing (DRS) and differential epitranscriptomic analysis

Nanopore libraries for DRS were prepared from 1.65 up to 2.18 µg of isolated poly(A)-RNA using the Nanopore Direct RNA Sequencing kit (Cat. No. SQK-RNA001, Oxford Nanopore Technologies, ONT, Oxford, UK) according to manufacturer’s instructions. The DRS libraries were loaded onto a R9.4 SpotON Flow Cells (Cat. No. FLO-MIN106D, Oxford Nanopore Technologies, Oxford, UK) and sequenced until complete depletion of the nanopores. Extended method descriptions are in the **Supplementary Methods**. The DRS data have been deposited in the NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series with the accession number GSE174830 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE174830). Basecalling was carried out with ONT Guppy software (https://community.nanoporetech.com). The resultant reads were filtered by quality (Q>9). Read alignment was made with minimap2 software (Li, 2018) using root transcriptome of maritime pine as reference (Ortigosa et al., 2022). The alignment parameters were adjusted for DRS (-*uf* and -*k14*). Differentially expressed (DE) transcripts were identified using the edgeR package for R, the transcripts were normalised by count per million mapped reads (cpm) and filtered (2 cpm in at least 2 samples) (Robinson et al., 2010). The transcripts with False Discovery Rate < 0.05 (FDR < 0.05) were considered as differentially expressed.

ONT-DRS reads were used for *de novo* modification detection with the TOMBO software (Stoiber et al., 2017). The total mapped reads per base and the number of modified bases in each position were obtained using the *text_output_browser_file* method with the options *coverage* and *fraction*. Only the positions with at least 50 mapped reads were employed for subsequent analyses. A Fischer exact test was carried out for each transcript position to determine the differential expression of modified bases among control and ${\text{NH}}_{4}^{+}$ supplied samples. The transcript positions with a *P-*value < 0.05 and an absolute logFC > 0.5 were considered as differentially modified.

*Transdecoder* software (https://github.com/TransDecoder/transdecoder.github.io) were used to determine modification positions and nucleobases in the transcripts of the reference transcriptome. Identification of m^6^A sites were carried out with the bioinformatic pipeline *Nanom6A* using default parameters (Gao et al., 2021). The length of poly(A) tails was determined using *Nanopolish* 0.11.1 software package (https://github.com/adbailey4/nanopolish) with the *polya* function.

### Functional annotation and enrichment analyses

The transcriptome was functionally annotated with BLAST2GO (Götz et al., 2008) using DIAMOND software with *blastx* option (Buchfink et al., 2015) against the NCBI’s plants-*nr* database (NCBI Resource Coordinators, 2016). Blast results were considered valid with e-value < 1.0E-6. Singular enrichment analysis (SEA) of the GO terms was made in the AGRIGO v2.0 web tool under standard parameters using as GO term reference the whole assembled transcriptome annotation (Tian et al., 2017). Representative enriched GO was determined using REVIGO (Supek et al., 2011).

### RT-qPCR

The cDNA synthesis was performed using 1 μg of total RNA and iScript™ cDNA Synthesis Kit (Bio-Rad, Hercules, CA, USA) following manufacturer’s instructions. The qPCR primers were designed following the MIQE guidelines (Bustin et al., 2009). The primers are listed in the **Supplementary Table 1**. qPCRs were carried out using 10 ng of cDNA and 0.4 mM of primers and 2X SsoFast™ EvaGreen^®^ Supermix (Cat. No. 1725204, Bio-Rad, Hercules, CA, USA) in a total volume of 10 μL. Relative quantification of gene expression was performed using thermocycler CFX 384™ Real-Time System, Bio-Rad, Hercules, CA, USA). The qPCR program was: 3 min at 95°C (1 cycle), 1 s at 95°C and 5 s at 60°C (50 cycles) and a melting curve from 60 to 95°C, to generate the dissociation curve in order to confirm the specific amplification of each individual reaction. The analyses were carried out as described by Cañas et al. (2014) using the MAK3 model in the R package *qpcR* (Ritz and Spiess, 2008). Expression data were normalized to two reference genes, SKP1/ASK1 and SLAP that were previously tested for RT-qPCR experiments in maritime pine (Granados et al., 2016). The qPCR analyses were made with three biological replicates and three technical replicates per sample.

### Validation of differential deposition of m^6^A by RT-qPCR

The validation of the differential deposition of m^6^A in the transcripts were made using the SELECT method (Xiao et al., 2018). A differential cDNA synthesis was made per each transcript with 30 ng of total RNA. qPCR determinations were made with 2 μL of cDNA. The expression level of each transcript was determined in parallel by RT-qPCR and their result were used to normalize the SELECT results. The primers are listed in the **Supplementary Table 1**. Extended method description can be found in the **Supplementary Methods**.

### Differential proteomics analysis

The proteins were extracted following the protocol described by González Fernández et al. (2014). The extractions were carried out with 200 mg of sample. Protein content was determined using a commercially kit (Cat. No. 5000006, Protein Assay Dye Reagent; Bio-Rad, CA, USA) and bovine serum albumin as a standard (Bradford, 1976). Protein extracts were cleaned-up in 1D SDS-PAGE at 10% polyacrilamyde as described in Valledor and Weckwerth, 2014. Protein bands were cut off, diced, and kept in water at 4°C until digestion.

Protein digestion and nLC-MS2 analysis were carried out in the Proteomics Facility at Research Support Central Service, University of Cordoba. Nano-LC was performed in a Dionex Ultimate 3000 nano UPLC (Thermo Scientific, Waltham, MA, USA) with a C18 75 μm x 50 Acclaim Pepmam column (Thermo Scientific, Waltham, MA, USA). Eluting peptide cations were converted to gas-phase ions by nano electrospray ionization and analyzed on a Thermo Orbitrap Fusion (Q-OT-qIT, Thermo Scientific) mass spectrometer operated in positive mode. Extended method descriptions are in the **Supplementary Methods**.

Root transcriptome from *Pinus pinaster* was translated into the six open reading frames with *transeq* tool (Madeira et al., 2019). The output peptides chains were filtered by length, deleting those less than 50 amino acids (Romero-Rodríguez et al., 2014). To reduce the redundancy of proteins in the database, CD-HIT-EST with a 99% identity filter was used (Fu et al., 2012). The raw data were processed using Proteome Discoverer (version 2.3, Thermo Scientific). MS2 spectra were searched with SEQUEST engine against the reference proteome database. *In silico* peptide lists were created using the followings settings: trypsin digestion, a maximum of two missed internal cleavage sites per peptide, precursor mass tolerance of 10 ppm and fragment mass tolerance of 0.75 Da per fragment ions. Only peptides with a high confidence (FDR ≤ 0.01) and minimum XCorr of 2 were selected. The identified proteins were filtered by a minimum of two different peptides. *Minora* algorithm was used to determine relative quantification. The protein identification with redundancy is considered by Proteome Discoverer and SEQUEST software. Proteins sharing peptides were grouped and all those groups without a unique peptide were removed. Only proteins detected in 5 of the 6 samples were considered for subsequent analyses. The resultant proteins were annotated using BLAST with *blastp* option against NCBI’s non-redundant database (Camacho et al., 2008) and BLAST2GO software (Götz et al., 2008). Proteins with the same sequence annotation and quantification profile across the samples was considered the same protein selecting the protein with the longest sequence. Normalized data from Proteome Discoverer software were used for a differential expression analysis using the edgeR package for R (Robinson et al., 2010). Only the proteins with *P*-value < 0.05 were considered as differentially expressed. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository (Vizcaino et al., 2013) with the Data identifier PXD025331 and 10.6019/PXD025331.

## Results

### Direct RNA sequencing (DRS)

The global sequencing results are shown in **Table 1**. 

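Direct RNA sequencing (DRS) passes native poly(A) RNA through a nanopore, so each read comes from 1 RNA molecule and no cDNA copy is counted. The libraries were made from whole roots of maritime pine seedlings 24 h after irrigation with 80 mL of water (control libraries C1, C2 and C3) or 80 mL of 3 mM NH4Cl (ammonium libraries N1, N2 and N3). Each group had 3 libraries. The authors filtered the base-called reads by quality and aligned them with minimap2 to the root transcriptome. They deposited CPM values (read counts scaled to library size) made with edgeR for the 46658 transcripts with at least 2 CPM in at least 2 libraries. The paper's text does not name the counting program or the edgeR test. In each library 100% of the deposited values were whole multiples of the CPM of 1 read, within a tolerance of 1e-06, so the reads assigned to transcripts could be recovered. They numbered 1270378 in C1, 4801448 in C2 and 4513186 in C3 (median 4513186), and 2947096 in N1, 4518917 in N2 and 5416076 in N3 (median 4518917). The deepest library thus held 4.26 times the reads of the shallowest, and 1 read was worth 0.767 CPM in C1 against 0.178 CPM in N3. A read may have been assigned to more than 1 near-identical transcript, so forms of the same gene are not separate measurements. Differences were tested with limma on log2(CPM + 1), with a mean-variance trend and Benjamini-Hochberg adjustment. Log2 fold changes are on that scale, which understates the change of low transcripts. edgeR's exact test, likelihood-ratio test and quasi-likelihood test and DESeq2 were run on the recovered reads beside it. Limma gave all libraries equal weight despite their unequal depth, so a transcript that did not pass limma is not shown to be unchanged. Gene lists and the rule for naming transcripts were written before the data were examined, although the values in the paper's tables had been seen by then. In a principal component analysis of the 6 libraries, the first component held 36.5% of the variance and set C1 (-90.9) apart from the others (6.32 to 31.9). The second held 22.3% and set N1 (66.1) apart.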

The mean read sizes were between 908 bp to 1059 bp (**Figure 1A**). The longest reads ranged from 10298 bp to 14299 bp. 

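Roots given ammonium had more of 4 transcripts, which encode an antimicrobial peptide, a PR-1 pathogenesis-related protein, a tau class glutathione S-transferase and an NADH-dependent glutamate synthase (adjusted p under 0.05 from limma, n = 3 libraries per group). In the same test 14 transcripts fell. Among them, 3 encode alcohol dehydrogenase, which makes ethanol in fermentation, 7 encode a calcium binding protein, 1 encodes extensin-2, a protein of the cell wall, and 3 carry no informative name. These 18 transcripts came from 14 unigenes and carried 10 descriptions. In each of the 18 the ammonium libraries lay all above or all below the control libraries, which was so for 6578 of the 46658 transcripts tested (14.1%, where chance gives 10%). At an unadjusted p under 0.05 limma listed 4047 transcripts. On the recovered reads, edgeR's exact test called 378 transcripts (113 higher and 265 lower under ammonium), its likelihood-ratio test 451 (137 and 314), its quasi-likelihood test 114 (29 and 85) and DESeq2 83 (26 and 57). Each of these tests called the 18. The limma count was 0 without C2 (4726 at an unadjusted p under 0.05), 5 without N2, 5 without N3, 29 without C1 and 71 without N1. It was also 0 when the spread was moderated without a trend (3658 at an unadjusted p under 0.05). Without C1 and N1 together, a pair left out after the principal components were seen, limma called 352.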

Differential expression analyses identified 350 differentially expressed (DE) transcripts. 

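A tau class glutathione S-transferase (pp_235803), an enzyme family that joins glutathione to reactive compounds, rose from 7.28 ± 0.999 CPM in control roots to 18.1 ± 2.17 CPM in ammonium-treated roots (SD, n = 3), a log2 fold change of 1.20 (SE 0.18, adjusted p = 0.0288 from limma). The 7 transcripts of the calcium binding protein fell by 0.84 to 0.99 on the log2 scale. The form pp_108458 went from 935 ± 151 to 475 ± 51.1 CPM (adjusted p = 0.00788 from limma). Extensin-2 (pp_136938), a structural cell wall protein, fell from 39.3 ± 14.1 to 13.9 ± 2.14 CPM, a log2 fold change of -1.39 (SE 0.21, adjusted p = 0.0300 from limma). Other named transcripts with small p-values did not pass. Early nodulin-93 (pp_231920) was at 24.3 ± 15.3 and 4.20 ± 1.96 CPM (log2 fold change -2.18, adjusted p = 0.0727 from limma and 3.41e-06 from edgeR's exact test), with 40.9 CPM in C3 alone. A 20 kDa chaperonin (pp_83480), which helps proteins fold in plastids, was at 8.43 ± 0.683 and 17.8 ± 3.05 CPM (adjusted p = 0.0849 from limma and 0.00160 from edgeR's exact test). A disease resistance protein (pp_199936) was at 3652 ± 124 and 2686 ± 83.3 CPM (0.0918 and 0.0463 from the same tests). The limma call of pp_235803 was lost without C1, C2, N2 or N3 (adjusted p 0.0536, 0.0787, 0.245 and 0.190) and that of pp_136938 without C2, C3, N2 or N3 (0.0968, 0.0630, 0.130 and 0.113). For pp_108458 it was lost without C2, N2 or N3 (adjusted p 0.0620, 0.0560 and 0.0987 from limma). The call of pp_136938 also ended where at least 10 CPM in 3 libraries was asked for (0.0610).

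**Figure D1:**
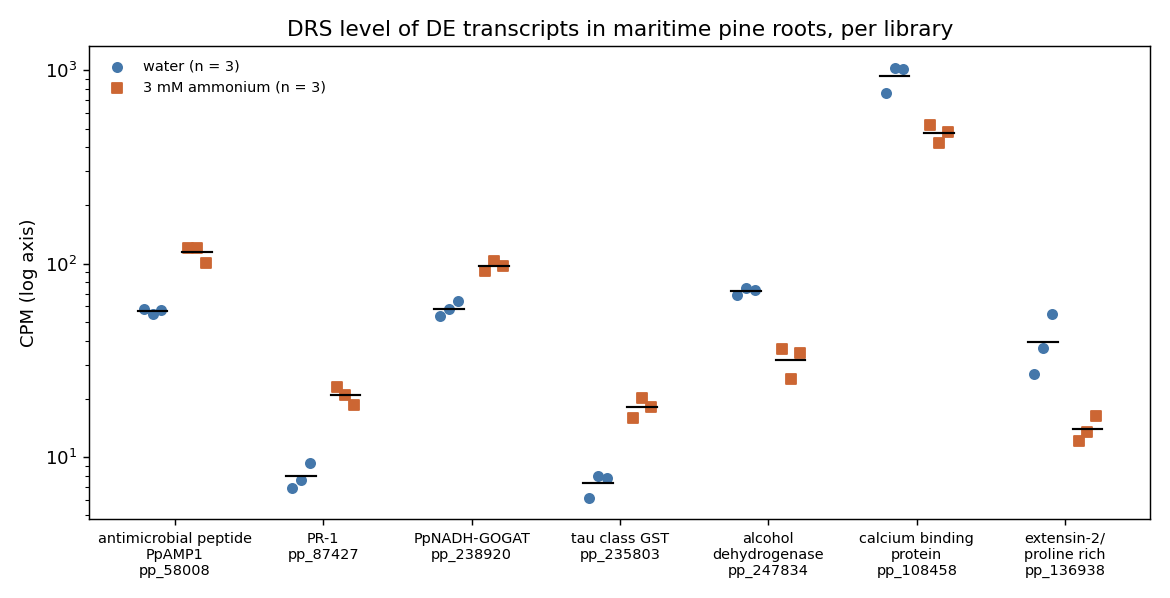
Deposited CPM (log axis) of 7 transcripts in the 3 control and 3 ammonium libraries, with 1 point per library and a black bar at each group's mean. In each transcript the ammonium points lie all above or all below the control points, as for pp_108458, whose means are 935 and 475 CPM.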

From the total DE transcripts obtained, 106 were upregulated and 244 were downregulated (**Figure 1B**; **Supplementary Dataset 2**). Singular enrichment analysis (SEA) was performed individually for each gene expression regulation (up- and downregulated) to classify the biological functions under ${\text{NH}}_{4}^{+}$ nutrition. The SEA global results are shown in **Supplementary Dataset 3**. Upregulated transcripts were significantly enriched with GO terms for Biological Process (BP) such as *ammonia assimilation cycle*, *protein glutathionylation*, and *developmental growth*; for Cellular Component (CC) such as *chloroplast stroma* and *cytosolic ribosome*; and for Molecular Function (MF) such as *glutamate synthase (NADH) activity*, and *phospholipase activity* (**Figure 1C**; **Supplementary Figure 2**). 

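In the term ammonia assimilation cycle, most of the transcripts that stood higher under ammonium were forms of NADH-dependent glutamate synthase, which makes glutamate from glutamine. Of 14 measured members (25 listed), limma called 1 as risen and none as fallen, and 7 were higher when adjusted over the list alone. edgeR's exact test, its quasi-likelihood test and DESeq2 each called 7 higher. Log2 fold changes of the 14 ranged from -0.45 to 0.72, with 9 above 0 and 5 below. In the term protein glutathionylation, 17 members were measured (27 listed) and all 17 had a positive log2 fold change. The 6 with the smallest p were lambda class glutathione S-transferases, which act as thiol transferases. The form pp_105383 was at 78.6 ± 7.75 CPM in control roots and 125 ± 7.90 CPM in ammonium-treated roots (SD, n = 3, log2 fold change 0.67, adjusted p = 0.0670 from limma and 0.00179 from edgeR's exact test). None of the 17 passed in limma, with 6 higher and 0 lower at an unadjusted p under 0.05 and 6 higher when adjusted over the list alone. edgeR's exact test called 6 higher, and its quasi-likelihood test and DESeq2 4 each. As sets, both terms were shifted upwards in camera with a preset correlation of 0.01 (adjusted p = 3.78e-07 for the cycle and 4.52e-10 for glutathionylation, camera in limma). Neither held with an estimated correlation (adjusted p = 0.0633 and 0.0806 from camera in limma). The fry test, which asks whether the members of a set moved one way, gave adjusted p = 0.00474 and 0.0429 in limma. For glutamate synthase (NADH) activity, 7 of 10 members were measured, and 1 rose in limma (7 higher when adjusted over the list alone). For glutamate biosynthetic process, 11 of 22 were measured, with the same 1 call in limma (7 higher when adjusted over the list alone). The study picked these terms on the same libraries, so the counts and set tests are not independent evidence of direction.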

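Transcripts of several chaperones, proteins that help others fold, were lower in ammonium-treated roots without passing limma over all transcripts. The chaperone protein ClpB1 (pp_64710) was at 23.8 ± 2.88 CPM in control roots and 13.8 ± 2.07 CPM under ammonium (SD, n = 3, log2 fold change -0.75, adjusted p = 0.157 from limma and 0.0130 from edgeR's exact test). A small heat shock protein (pp_219379) was at 30.1 ± 0.616 and 18.2 ± 3.39 CPM (log2 fold change -0.71, adjusted p = 0.163 and 0.0129 from the same tests). A heat shock 70 kDa protein (pp_198676) was at 46.8 ± 5.32 and 31.2 ± 2.58 CPM (log2 fold change -0.57, adjusted p = 0.201 and 0.0387 from limma and edgeR's exact test). BAG family molecular chaperone regulator 6 (pp_134947) had 75.6 ± 7.48 and 41.9 ± 9.53 CPM (log2 fold change -0.86, adjusted p = 0.0858 from limma and 0.000858 from edgeR's exact test). The 20 kDa chaperonin pp_83480 went the other way, from 8.43 ± 0.683 to 17.8 ± 3.05 CPM (log2 fold change 0.99, adjusted p = 0.0849 from limma and 0.00160 from edgeR's exact test). Of 55 heat shock proteins and chaperones measured (66 listed), limma called 0, with 0 higher and 6 lower at an unadjusted p under 0.05 and 3 lower when adjusted over the list alone. edgeR's exact test called 3 lower, and its quasi-likelihood test and DESeq2 called 0. The list's median log2 fold change was -0.07, with 35 members below 0 and 20 above. The list does not hold pp_134947 or pp_83480 and came from annotations in the first 1956 of 3786 rows of Supplementary Dataset 10, the first 1888 of 2385 rows of Supplementary Dataset 14 and all of Supplementary Dataset 13.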

The downregulated transcripts were enriched in BP terms such as *protein folding* and *ethylene-activated signaling pathway* and MF terms such as *transcription coactivator activity*, *mRNA binding*, and *chaperone binding*. A more detailed study of the upregulated transcriptomic response revealed that *PpGS1b* (pp_68481) and *PpNADH-GOGAT* (pp_238920) were upregulated. 

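*PpGS1b* (pp_68481) encodes a cytosolic glutamine synthetase, which joins ammonium to glutamate. It was at 9.45 ± 1.19 CPM in control roots and 19.9 ± 3.24 CPM in ammonium-treated roots (SD, n = 3), a log2 fold change of 0.99 (SE 0.18, adjusted p = 0.0783 from limma and 0.000434 from edgeR's exact test). *PpNADH-GOGAT* (pp_238920) rose from 58.5 ± 5.07 to 97.3 ± 6.09 CPM, a log2 fold change of 0.72 (SE 0.12, adjusted p = 0.0458 from limma and 0.000330 from edgeR's exact test). Of these 2 transcripts, which the study picked on the same libraries and which are therefore not independent evidence, 1 rose in limma over all transcripts and 2 when adjusted over the list alone. The limma call of pp_238920 was lost without C1, C2, N2 or N3 (adjusted p 0.0900, 0.110, 0.280 and 0.217) and with a pseudocount of 0.25 CPM (0.0608).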

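*PpAMP1* form pp_58008, which encodes an antimicrobial peptide, rose from 56.9 ± 2.01 CPM in control roots to 114 ± 11.6 CPM in ammonium-treated roots (SD, n = 3), a log2 fold change of 0.99 (SE 0.12, adjusted p = 0.00788 from limma). A PR-1 transcript (pp_87427), of a family secreted in response to pathogens, rose from 7.92 ± 1.22 to 20.8 ± 2.26 CPM, a log2 fold change of 1.30 (SE 0.18, adjusted p = 0.0159 from limma). The other *PpAMP1* form that the paper's text names, pp_58005, was at 26 ± 7.43 and 58.0 ± 29.7 CPM (log2 fold change 1.06, adjusted p = 0.246 from limma and 0.0109 from edgeR's exact test), with 92.2 CPM in N1, without which its log2 fold change was 0.67. More abundant transcripts with neighbouring IDs changed less. The RT-qPCR primer table lists pp_58007, at 536 ± 45.6 and 845 ± 253 CPM (log2 fold change 0.62, adjusted p = 0.220 from limma and 0.0446 from edgeR's exact test). Supplementary Dataset 16 lists pp_58006, at 587 ± 135 and 809 ± 81.3 CPM (log2 fold change 0.48, adjusted p = 0.308 and 0.221 from the same tests), whose groups overlapped. Class IV chitinases, which cut fungal cell walls, were also higher without passing limma. For pp_117809 the values were 65.4 ± 3.39 and 107 ± 18.2 CPM (adjusted p = 0.0924 from limma and 0.00299 from edgeR's exact test). For pp_239593 they were 16.5 ± 3.61 and 34.1 ± 8.05 CPM (0.103 and 0.00122 from the same tests). A defensin (pp_92119) had 22.1 ± 3.10 and 37.1 ± 2.85 CPM (adjusted p = 0.116 from limma and 0.00591 from edgeR's exact test). Patatin-like protein 2 was near the floor, with 1.18 ± 0.392 and 4.18 ± 0.955 CPM for pp_71017 (adjusted p = 0.214 from limma and 0.0186 from edgeR's exact test). A transcript of an RPW8 domain-containing protein (pp_142311) was lower under ammonium, at 12.1 ± 3.12 and 5.20 ± 3.21 CPM (log2 fold change -1.18, adjusted p = 0.260 from limma and 0.0231 from edgeR's exact test). Over 14 defense transcripts picked by the study on these libraries, limma called 2 as risen. When adjusted over the list alone 13 were higher and 1 lower, which is not independent evidence. edgeR's exact test called 13 higher and 1 lower, and its quasi-likelihood test and DESeq2 5 higher each. The limma call of pp_58008 was lost without C2 or N2 (adjusted p 0.0620 and 0.0535), and that of pp_87427 without C2, N2 or N3 (0.0676, 0.114 and 0.101). The log2 fold changes in these fits stayed near those with all libraries, at 0.96 and 0.94 for pp_58008 and 1.27, 1.29 and 1.37 for pp_87427.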

Interestingly, transcripts for genes involved in defense-related response were upregulated: *PpAMP1* (pp_58005, pp_58008), different class IV chitinases (pp_239593, pp_239598, pp_239600, pp_117809), different splicing coding forms of patatin-like protein 2 (pp_71017, pp_71018, pp_71019, pp_71020, pp_71022), a PR-1 pathogenesis-related protein (pp_87427), a defensin coding transcript (pp_92119) and an RPW8 domain-containing protein (pp_142311) (**Supplementary Dataset 2**). Cell wall-related transcripts were also upregulated, such as those encoding expansin-A18 (pp_134987), nonclassical arabinogalactan protein 30 (pp_66323), probable prolyl 4-hydroxylase 4 (pp_235715), xyloglucan:xyloglucosyl transferase (pp_68519) and different forms of xyloglucan endotransglucosylase/hydrolase (pp_66707, pp_66708, pp_68517), was also observed. In contrast, the downregulation of different transcription factors (TFs) was observed (**Supplementary Dataset 2**), such as ethylene response factors (ERFs) (pp_58625, pp_58626, pp_86737, pp_96228, pp_96234), a trihelix transcription factor (pp_59947), and a MYB coding transcript (pp_202778). 

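The arabinogalactan protein transcript (pp_66323), of a family of cell surface glycoproteins, was at 25.7 ± 2.55 CPM in control roots and 47.1 ± 5.02 CPM in ammonium-treated roots (SD, n = 3), a log2 fold change of 0.85 (SE 0.14, adjusted p = 0.0522 from limma and 0.000123 from edgeR's exact test). Expansin-A18 (pp_134987), a protein that loosens cell walls, was at 0.835 ± 0.933 and 4.86 ± 1.95 CPM (log2 fold change 1.74, adjusted p = 0.183 from limma and 0.00536 from edgeR's exact test). It was listed at 0 in C1, where 1 read is worth more than in any other library. The prolyl 4-hydroxylase transcript (pp_235715), whose enzyme modifies proline in cell wall proteins, had 15.9 ± 1.57 and 26.2 ± 4.03 CPM (adjusted p = 0.201 from limma and 0.0178 from edgeR's exact test). The xyloglucan endotransglucosylase/hydrolase pp_66707, which cuts and rejoins xyloglucan, had 17.2 ± 1.11 and 27.0 ± 1.02 CPM (0.179 and 0.0308 from the same tests). Limma called 0 of the 7 cell wall transcripts, with 7 higher and 0 lower at an unadjusted p under 0.05. The 7 were higher when adjusted over the list alone, which is not independent evidence because the study picked them on these libraries. edgeR's exact test called 7 higher, its quasi-likelihood test 1 and DESeq2 1.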

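The ERF transcripts pp_58625 and pp_58626 match RAP2-12, an activator of genes for low oxygen in *Arabidopsis*. For pp_58625 the values were 9.56 ± 3.01 CPM in control roots and 3.30 ± 0.336 CPM in ammonium-treated roots (SD, n = 3), a log2 fold change of -1.26 (SE 0.24, adjusted p = 0.0968 from limma and 0.000562 from edgeR's exact test). An ethylene responsive element binding protein (pp_96234) was at 23.8 ± 8.71 and 9.80 ± 1.73 CPM (log2 fold change -1.16, adjusted p = 0.0924 from limma and 0.000182 from edgeR's exact test). Ethylene responsive factor 1 (pp_86737) was low in both groups, at 2.14 ± 1.04 and 0.238 ± 0.412 CPM (log2 fold change -1.33, adjusted p = 0.365 and 0.0263 from the same tests). C3 was the highest library in each ERF transcript that the paper names, with 13.0 CPM of pp_58625 against 7.67 in C1 and 7.98 in C2. The trihelix transcript (pp_59947) had 6.45 ± 1.97 and 2.37 ± 0.114 CPM (log2 fold change -1.11, adjusted p = 0.201 from limma and 0.0294 from edgeR's exact test). Of the 7 transcription factor transcripts, limma called 0, with 0 higher and 7 lower at an unadjusted p under 0.05. When adjusted over the list alone 7 were lower, which is not independent evidence since the study chose the list on these libraries. edgeR's exact test called 7 lower, and its quasi-likelihood test and DESeq2 3 each.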

The repression of different splicing forms of an auxin-repressed protein/dormancy-auxin associated protein coding transcript (pp_58457, pp_58458, pp_58459, pp_58461, pp_58462, pp_58463), the SnRK1 regulator FCS-like zinc finger transcript (pp_202096), and transcripts encoding carbohydrate metabolism enzymes such as pyruvate decarboxylase (pp_78343, pp_123611, pp_126347) and sucrose synthase (pp_144843) was also observed. 

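The 6 forms of the auxin-repressed protein, a family named for its repression by auxin, had log2 fold changes from -0.74 to -0.64, and C3 was the highest library in each. Without C3 the value of pp_58459 went from -0.64 to -0.41. The form pp_58458 was at 57.8 ± 14.9 CPM in control roots and 33.7 ± 0.371 CPM in ammonium-treated roots (SD, n = 3, adjusted p = 0.151 from limma and 0.00322 from edgeR's exact test). The FCS-like zinc finger transcript (pp_202096), of a family that binds SnRK1 kinases, was at 45.6 ± 15.6 and 25.8 ± 4.45 CPM (log2 fold change -0.76, and -0.50 without C3, adjusted p = 0.262 and 0.0246 from the same tests). Pyruvate decarboxylase, which opens the fermentation pathway by making acetaldehyde, varied widely among control roots. The form pp_78343 had 6.14, 9.61 and 28.9 CPM in C1, C2 and C3 and 1.5 ± 0.481 CPM under ammonium (log2 fold change -2.41, SE 0.40, adjusted p = 0.0559 from limma and 4.27e-08 from edgeR's exact test). The form pp_123611 had 2.30, 7.16 and 25.6 CPM in C1, C2 and C3 and 1.33 ± 0.880 CPM under ammonium (log2 fold change -2.03, and -1.24 without C3, adjusted p = 0.284 from limma and 7.14e-05 from edgeR's exact test). Sucrose synthase (pp_144843), which splits sucrose, was at 9.28 ± 1.95 and 3.92 ± 0.584 CPM (log2 fold change -1.05, adjusted p = 0.149 from limma and 0.00581 from edgeR's exact test). Limma called 0 of the 6 auxin-repressed, 1 FCS-like and 4 carbohydrate transcripts. At an unadjusted p under 0.05 limma had 6, 1 and 4 lower and 0 higher, and as many when adjusted over the list alone. These lists were picked by the study on the same libraries and are not independent evidence. edgeR's exact test called 6, 1 and 4 lower, its quasi-likelihood test 4, 0 and 2, and DESeq2 4, 0 and 1.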

The differential expressions observed in DRS was confirmed by RT-qPCR analyses of seven transcripts including *SAM synthase, MYB5, PFK, AMP1, NADH-GOGAT, GS1b*, and *ASPG*. The results showed the same trend between the DRS and RT-qPCR results for all DE transcripts, with some differences in the logFC values (**Figure 1D**).

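In the DRS values behind Figure 1D, the *PpGS1b* form pp_68486 was at 6.74 ± 0.866 CPM in control roots and 19.3 ± 6.79 CPM in ammonium-treated roots (SD, n = 3, log2 fold change 1.34, adjusted p = 0.0727 from limma and 0.000159 from edgeR's exact test). The *PpNADH-GOGAT* form pp_238921 was at 86.5 ± 9.05 and 132 ± 4.78 CPM (log2 fold change 0.60, adjusted p = 0.0849 and 0.00542 from the same tests). Asparaginase (pp_167571), which frees ammonium from asparagine, was at 72.3 ± 11.6 and 115 ± 20.4 CPM (log2 fold change 0.65, adjusted p = 0.172 from limma and 0.0192 from edgeR's exact test). On the lower side, *S*-adenosylmethionine synthetase (pp_92107), whose product feeds ethylene synthesis and methylation, had 1152 ± 59.6 and 869 ± 54.5 CPM (log2 fold change -0.41, adjusted p = 0.157 from limma and 0.111 from edgeR's exact test). Phosphofructokinase (pp_211717), an enzyme of glycolysis, had 7.16 ± 1.14 and 3.08 ± 1.08 CPM (log2 fold change -1.03, adjusted p = 0.246 from limma and 0.0183 from edgeR's exact test). The MYB transcript pp_202778 was near the floor, with 2.25 ± 1.32 and 0.537 ± 0.112 CPM (log2 fold change -0.98, adjusted p = 0.512 from limma and 0.0457 from edgeR's exact test). The ammonium transporter transcript pp_184219, whose groups overlapped through C1 (10.7 CPM), had a log2 fold change of 0.39 (adjusted p = 0.665 from limma and 0.649 from edgeR's exact test), and of 0.62 without C1 (adjusted p = 0.474 from limma). Over the 8 transcripts of the panel, limma called 1, pp_58008, as risen and none as fallen. It had 4 higher and 3 lower at an unadjusted p under 0.05 and when adjusted over the list alone. This is not independent evidence, since the figure mostly shows transcripts that the study found DE in these libraries. *PpAMT1.3* and *PpAMP1* were also control genes that the paper took from previous results. edgeR's exact test called 4 higher and 2 lower. Over the 8 transcripts of the primer table, limma called 0, with 5 higher and 3 lower at an unadjusted p under 0.05 and when adjusted over the list alone. There edgeR's exact test called 4 higher and 2 lower, and its quasi-likelihood test and DESeq2 2 higher each. The 2 reference genes of the RT-qPCR, pp_199988 and pp_238578, had log2 fold changes of 0.11 and 0.07 (adjusted p = 0.831 and 0.880 from limma).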

**Table 1:** Direct RNA sequencing information for each sample run.

Sample	Length read (mean, bp)	Length read (median, bp)	Maximum length read (bp)	Maximum quality per sample
C1	1022.96	887	14299	27.94
C2	1009.87	854	11465	29.37
C3	1059.41	889	10808	30.20
N1	1031.77	886	12834	14.32
N2	907.56	768	10951	29.96
N3	927.18	786	10298	30.50
**Mean**	993.13	845	11775.83	27.05

**Figure 1:**
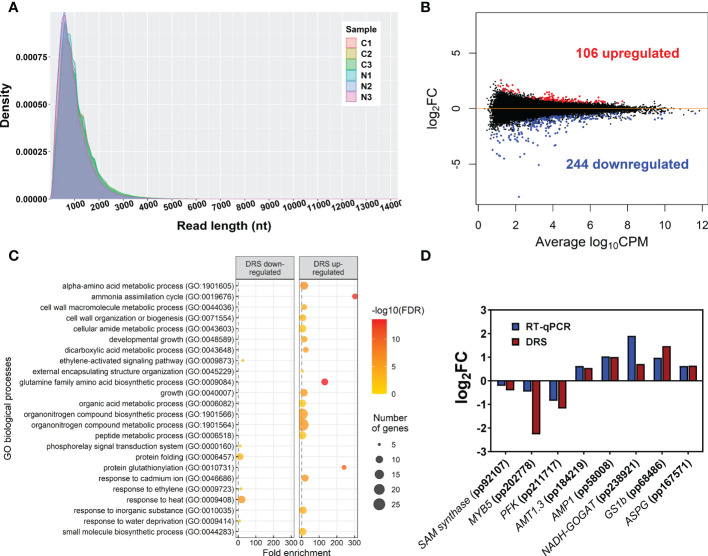
Main DRS transcriptomics results. **(A)** Size distribution of reads obtained through DRS-ONT sequencing. **(B)** MA plot containing all detected transcripts. Blue points correspond to significantly downregulated transcripts in maritime pine roots at 24 h after the treatment with 3 mM ammonium. Red points correspond to significantly upregulated transcripts in maritime pine roots at 24 h after the treatment with 3 mM ammonium. **(C)** Significant GO terms from significant DE transcripts after a SEA analysis. **(D)** Comparison between DRS and RT-qPCR results from different transcripts with significant differential expression in the DRS analysis.

### Differential DRS epitranscriptomics

To determine the differential epitranscriptomic marks, DRS results were explored to identify the chemically modified nucleosides in the mRNAs using Tombo software. The number of putative modified nucleosides in the transcripts ranged from 722,655 in sample C1 to 4,063,005 in sample N3 (**Supplementary Datasets 4–9**). After differential deposition analysis, 513 significant differentially modified nucleosides were obtained in 283 transcripts (**Figure 2A**; **Supplementary Dataset 10**). There were 221 undermodified positions in 161 transcripts and 292 overmodified positions in 184 transcripts. Among them, 58 transcripts had significant over- and undermodified positions, including *PpGS1b* (pp_68474) and *translationally-controlled tumor protein* (*TCTP*, pp_72505) (**Supplementary Dataset 11**). The percentage of modifications for each kind of nucleoside was similar for adenosine, guanosine, and uridine (28%, 29% and 25%) but lower for cytidine (17%), without any obvious difference between sample conditions (**Figure 2B**). When the global set of modification ratios and transcript amounts were compared (**Figure 2C**), significant and negative correlations were found to be stronger under ${\text{NH}}_{4}^{+}$ supply (-0.36) than under the control (-0.30) (**Figure 2C**). Modification ratios of individual nucleosides compared to transcript amounts were also similar (**Supplementary Figure 3**).

**Figure 2:**
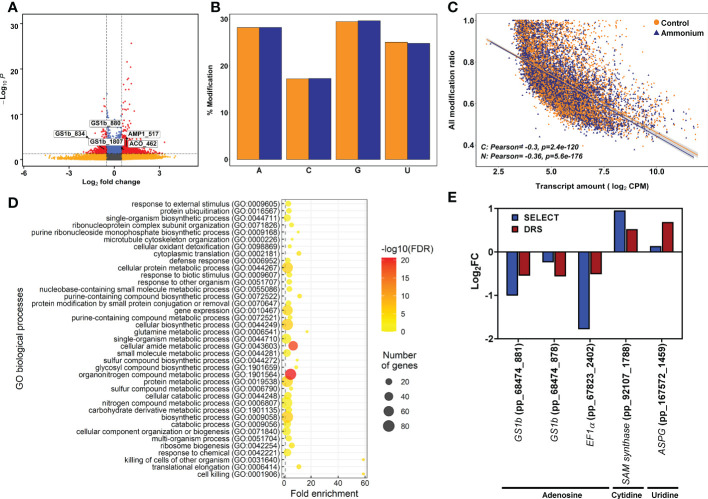
Epitranscriptomics modification results from Tombo software analysis. **(A)** Volcano plot of the detected epitranscriptomics modifications. Yellow points correspond to modifications with *P*-values lower than 0.05 but with an absolute logFC value lower than 0.5. Blue points correspond to modifications with an absolute logFC value higher than 0.5 but with *P*-values higher than 0.05. Red points correspond to significant DE modifications with an absolute logFC value higher than 0.5 and *P*-values lower than 0.05. **(B)** Percentage of detected modifications per nucleobase. Yellow columns correspond to control samples. Purple columns correspond to 3 mM ammonium treated samples. **(C)** Scatter plot and correlation between detected modifications using Tombo software and transcript amounts determined by DRS sequencing. **(D)** Significant GO terms from significant DE modifications after a SEA analysis. **(E)** Comparison between DRS and SELECT results from different transcript modified positions with significant differential modification in the Tombo analysis.

The functions of the transcripts with DE modifications were analyzed using SEA (**Figure 2D**; **Supplementary Figure 4** and **Supplementary Dataset 12**). A total of 116 significant GO terms were obtained. At the BP level, the main functions were related to the terms *ribosome biogenesis*, *translation*, *protein ubiquitination*, and *glutamine metabolic process*. Similarly, the *ribosome* term was the main function at the CC level. Finally, the terms *translation factor activity*, *ubiquitin protein ligase binding*, and *endopeptidase inhibitor activity* were the main functions at the MF level.

The differential modifications were verified using SELECT. This qPCR-based technique was initially designed to determine differential deposition of m^6^A in total RNA mixtures. However, nucleoside modifications putatively detected in cytidine and uridine by Tombo were also detected with SELECT (**Figure 2E**). The obtained results for each position showed a similar trend between the differential epitranscriptomic results from SELECT and Tombo (**Figure 2E**).

### m^6^A identification

The bioinformatic pipeline Nanom6A was used to specifically identify m^6^A modifications in the RRACH sites from DRS data. Statistical analysis identified 176 nucleosides with significant (*P*-value < 0.05) differential deposition of m^6^A, but only 29 were considered as having a |logFC| > 0.5 (**Supplementary Dataset 13**). The distribution of m^6^A sites along the full-length transcripts showed a higher accumulation of marks over two-thirds of the relative length in control samples while a higher accumulation of marks in the final portion of the transcripts was observed in ${\text{NH}}_{4}^{+}$ -treated samples (**Figure 3A**). A more detailed distribution study showed that m^6^A sites were more abundant in the 5’-UTR and coding (CDS) regions under the control condition, while m^6^A sites tended to be more abundant in the 3’-UTR regions of transcripts isolated from ${\text{NH}}_{4}^{+}$ -treated seedlings (**Figure 3B**). The m^6^A frequency was higher in the CDS, mainly in the central portion, and at the beginning of the 3’-UTR regions, but it was lower at the transcript ends (**Figures 3A, B**).

**Figure 3:**
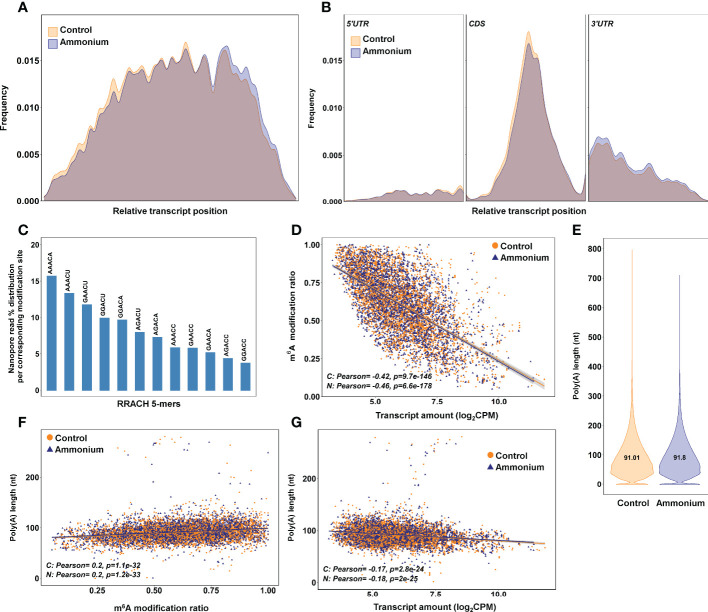
m^6^A identification results using the bioinformatics pipeline Nanom6A. **(A)** Distribution of the identified m^6^A all along the transcripts. **(B)** Distribution of the identified m^6^A along each part of the transcripts: 5’UTR, CDS and 3’UTR respectively. **(C)** Percentage of identified m^6^A for each different variant (kmer) of the consensus sequence RRACH for adenine methylation. **(D)** Scatter plot and correlations between m^6^A modification ratio and transcript amount from DRS sequencing. **(E)** Poly(A) length of the transcripts identified in the DRS sequencing. **(F)** Scatter plot and correlations between poly(A) length and m^6^A modification ratio. **(G)** Scatter plot and correlations between poly(A) length and transcript amount from DRS sequencing.

The most predominant RRACH sequence was AAACA (>15%), while GGACC was the least abundant (< 5%) (**Figure 3C**). The comparison between m^6^A modification ratios and transcript amounts showed significant negative correlations for the control (-0.42) and ${\text{NH}}_{4}^{+}$ conditions (-0.46) (**Figure 3D**). The lengths of the poly(A) tails were determined from DRS data (**Figure 3E**). As expected, most of the poly(A) tails had a size between 40-250 nt with similar means in both conditions, 91.01 nt and 91.8 nt. The poly(A) tail lengths had significant positive correlations with m^6^A ratios in both conditions (0.2) (**Figure 3F**). Significant but lower positive correlations were found when poly(A) tail lengths were compared with global and nucleoside modification ratios obtained with Tombo (**Supplementary Figure 5**). Finally, the poly(A) tail lengths and transcript amounts exhibited significant negative correlations for the control (-0.17) and ${\text{NH}}_{4}^{+}$ conditions (-0.18) (**Figure 3G**).

### Differential proteomics

A total of 2,385 proteins were identified in the shotgun proteomics analysis (**Supplementary Dataset 14**). Among the identified proteins, 114 were differentially regulated by ${\text{NH}}_{4}^{+}$ : 38 were more abundant, while 76 were less represented (**Figure 4A**; **Supplementary Dataset 14**). To elucidate the biological roles of the identified proteins, SEA analyses were performed (**Figure 4B**; **Supplementary Figure 6** and **Supplementary Dataset 15**). The upregulated proteins showed as representative BP terms *cell redox homeostasis*, *protein complex assembly*, and *translation*. At CC level, *ribosome*, *nucleolus* and *chloroplast* were the enriched terms. Finally, structural *constituent of ribosome* and *enzyme regulator activity* were the significant MF terms. Among the downregulated proteins, the representative enriched functions were *ribosome assembly* and *translation* among the BP terms. At the CC level, the significant terms most interesting was *ribosome*. *Structural constituent of ribosome* and *GTPase activity* were the enriched MF terms.

**Figure 4:**
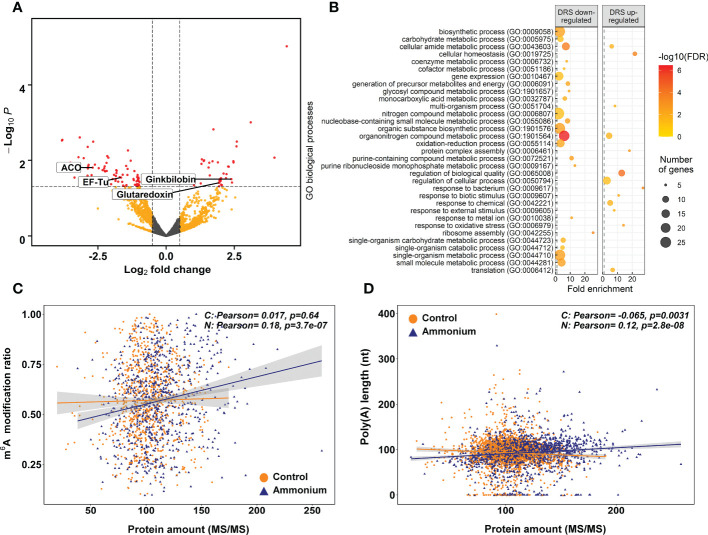
Differential expression proteomics results. **(A)** Volcano plot of the identified proteins. Yellow points correspond to modifications with *P*-values lower than 0.05 but with an absolute logFC value lower than 0.5. Red points correspond to significant DE modifications with an absolute logFC value higher than 0.5 and *P*-values lower than 0.05. **(B)** Significant GO terms from significant DE proteins after a SEA analysis. **(C)** Scatter plot and correlations between m^6^A modification ratios and protein amounts. **(D)** Scatter plot and correlations between transcript amounts from DRS sequencing and protein amounts.

The putative relationship between the m^6^A modification ratio and protein abundance was determined through Pearson correlation analysis (**Figure 4C**). In ${\text{NH}}_{4}^{+}$ -treated seedlings, a significant positive correlation was observed (0.18), while there was no correlation in control seedlings. The same effect was observed between nucleoside modification ratios from Tombo and protein amounts (**Supplementary Figure 7**). In addition, similar correlation results were obtained when poly(A) tail lengths and protein amounts were compared, and only ${\text{NH}}_{4}^{+}$ -treated roots had a significant positive correlation (0.12) (**Figure 4D**).

### Integration of data from omics approaches

The results of the different omics approaches employed in the present work were integrated to explore possible regulatory steps in response to ${\text{NH}}_{4}^{+}$ supply in maritime pine. The global data showed 30 different elements/genes with significant results based on at least two approaches; 14 of them were significant in DRS and epitranscriptomics, 5 in DRS and proteomics, 9 in epitranscriptomics and proteomics, and 2 in all approaches (**Figure 5A**; **Supplementary Dataset 16**). 

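Among the transcripts of these elements, alanine-glyoxylate aminotransferase (pp_201990), which moves amino groups between amino acids, was at 61.7 ± 4.75 CPM in control roots and 95.3 ± 8.43 CPM in ammonium-treated roots (SD, n = 3, log2 fold change 0.62, adjusted p = 0.0924 from limma and 0.00614 from edgeR's exact test). Caffeoyl-CoA *O*-methyltransferase (pp_153042), an enzyme of lignin synthesis, was at 6.20 ± 1.43 and 13.5 ± 1.14 CPM (log2 fold change 1.02, adjusted p = 0.114 and 0.00299 from the same tests). A peroxidase (pp_136239) had 52.1 ± 5.89 and 78.1 ± 8.02 CPM (adjusted p = 0.156 from limma and 0.0184 from edgeR's exact test). The 40S ribosomal protein S23 transcript pp_236316 had 41.7 ± 5.65 and 67.0 ± 9.71 CPM (0.147 and 0.0122 from the same tests). The calcium binding protein form pp_108445 fell from 1180 ± 123 to 642 ± 98.0 CPM (log2 fold change -0.88, SE 0.12, adjusted p = 0.0109 from limma). A glycine-rich RNA-binding protein (pp_197349) was at 1041 ± 97.8 and 713 ± 118 CPM (log2 fold change -0.56, adjusted p = 0.149 from limma and 0.0456 from edgeR's exact test). The BURP domain protein RD22 (pp_79724) was at 238 ± 17.7 and 168 ± 16.6 CPM (log2 fold change -0.51, adjusted p = 0.147 and 0.0406 from limma and edgeR's exact test). Of 33 transcripts listed at the transcript level, 1 rose and 2 fell in limma. When adjusted over the list alone 16 were higher and 17 lower, which is not independent evidence because the study chose them on these libraries. edgeR's exact test called 15 higher and 14 lower. Of 33 transcripts listed for a modification, 2 fell in limma and 2 were higher and 11 lower when adjusted over the list alone. Of 20 measured transcripts behind a listed protein, limma called 0, with 4 higher and 4 lower at an unadjusted p under 0.05 and 4 higher and 3 lower when adjusted over the list alone. edgeR's exact test called 3 higher and 3 lower, and its quasi-likelihood test and DESeq2 1 lower each. The limma call of pp_108445 was lost without C2, N2 or N3 (adjusted p 0.0787, 0.0785 and 0.113).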

Altogether, the genes/proteins identified were involved in N metabolism (*PpASPG*, *PpGS1b*, alanine-glyoxylate aminotransferase and isocitrate dehydrogenase), defense (*PpAMP1*, a ginkbilobin and a chitinase), oxidative stress response (alcohol dehydrogenase, aldehyde dehydrogenase, peroxidase and glutaredoxin), translation (ribosomal proteins and elongation factors) and RNA binding (cold shock proteins and a BURP domain protein RD22). Among them, the presence of the 1-aminocyclopropane-1-carboxylate (ACC) oxidase, which had a putative modification at the position 462 on the contig, must be highlighted. This epitranscriptomic mark was overexpressed (logFC 0.84) under ${\text{NH}}_{4}^{+}$ nutrition, while the ACC oxidase protein was underexpressed (logFC -2.69). Similarly, changes in transcript level, protein level and transcript modification ratio can show opposite trends with variations between genes. 

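Aldehyde dehydrogenases oxidise aldehydes to acids. The form pp_87003 was at 59.8 ± 5.44 CPM in control roots and 89.6 ± 15.2 CPM in ammonium-treated roots (SD, n = 3, log2 fold change 0.56, adjusted p = 0.206 from limma and 0.0406 from edgeR's exact test). The form pp_87000 was at 177 ± 16.8 and 196 ± 4.12 CPM (log2 fold change 0.15, adjusted p = 0.713 and 0.893 from the same tests). The form pp_86998 was at 12.5 ± 0.918 and 19.1 ± 4.44 CPM (log2 fold change 0.55, adjusted p = 0.425 from limma and 0.189 from edgeR's exact test). Of 21 aldehyde dehydrogenase transcripts measured (33 listed from the parts held of Supplementary Datasets 10, 13 and 14), limma called 0, with 4 higher and 0 lower at an unadjusted p under 0.05 and 1 higher when adjusted over the list alone. edgeR's exact test called 1 higher, and its quasi-likelihood test and DESeq2 called 0.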

For the aldehyde dehydrogenase, the transcript expression and modification were overexpressed (0.58 and 0.73, respectively), but protein expression was underexpressed (logFC -1.20). However, for the CSP/GRP (pp_211512 and pp_211516), transcript accumulation was underexpressed (-0.43 and -0.7) and the epitranscriptomic modifications and protein expression were overexpressed (0.88-0.73 and 2.11 respectively).

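The transcript pp_211512 was at 656 ± 26.2 CPM in control roots and 484 ± 47.5 CPM in ammonium-treated roots (SD, n = 3), a log2 fold change of -0.44 (SE 0.10, adjusted p = 0.156 from limma and 0.0860 from edgeR's exact test). The transcript pp_211516 was less abundant, at 171 ± 35.8 and 105 ± 11.5 CPM, a log2 fold change of -0.68 (SE 0.15, adjusted p = 0.147 from limma and 0.0104 from edgeR's exact test). In both, each ammonium library lay below each control library. Glycine-rich RNA-binding proteins with a cold shock domain bind RNA and can melt its folded structures. The glycine-rich protein 2 transcript pp_80896 was also lower, at 39.3 ± 7.02 and 22.5 ± 2.70 CPM (log2 fold change -0.77, adjusted p = 0.130 from limma and 0.00474 from edgeR's exact test).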

**Figure 5:**
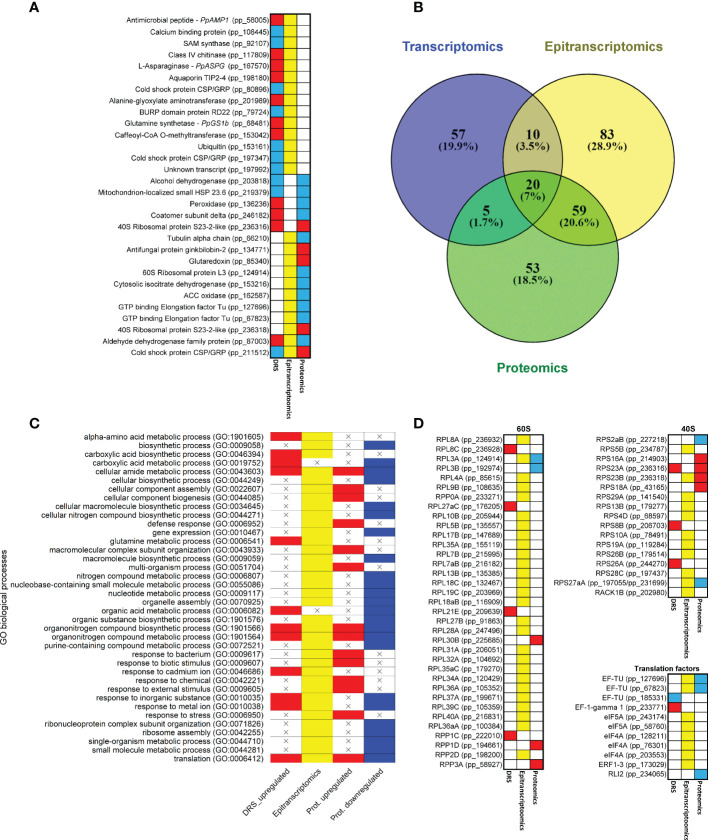
Common results among different omics approaches. **(A)** Genes with significant expressions in more than one omics approach. Red boxes correspond to upregulated transcripts and proteins. Blue boxes correspond to downregulated transcripts and proteins. Yellow boxes correspond to significant differentially modified positions in the transcripts. **(B)** Venn diagram of significant GO terms in the different omics approaches. **(C)** Heatmap of significant GO terms shared by at least two omics approaches. **(D)** Heatmap of genes that produce proteins involved in ribosome and translation. Ribosomal protein equivalences obtained from Martinez-Seidel et al. (2020). Red boxes correspond to upregulated transcripts and proteins. Blue boxes correspond to downregulated transcripts and proteins. Yellow boxes correspond to significant differentially modified positions in the transcripts.

The comparison between the significant GO terms in the omics approaches revealed that 94 of the 287 GO terms were shared (**Figures 5B, C**; **Supplementary Dataset 17**). Interestingly, 20 (7%) of them were common to the three sets of results. The epitranscriptomics and proteomics comparison included the highest number of GO terms (59, 20.6%), and the transcriptomics and proteomics comparison included the lowest number, with only 5 (1.7%). The most representative GO terms common to the three omics data were *ribosome*, *structural constituent of ribosome* and *translation*. Between the transcriptomics and epitranscriptomics data, *mRNA binding* and *glutamine metabolic process* were the main GO terms. In the transcriptomics and proteomics comparison, *oxoacid metabolic process* was the main GO term. Finally, between epitranscriptomics and proteomics the main GO terms were *small ribosomal subunit*, *GTPase activity*, *ribosome assembly*, *defense response* and *response to external stimulus*. According to these functional results, several transcripts coding for eukaryotic ribosomal proteins (38) and translation factors (8) had differential epitranscriptomic marks based on the Tombo results (**Figure 5D**).

## Discussion

The response of maritime pine roots to ${\text{NH}}_{4}^{+}$ nutrition has been studied from a multiomics perspective that includes direct RNA sequencing using the ONT platform, which has allowed a global epitranscriptomics analysis. Although N is an essential nutrient for proper plant growth and development (Xu et al., 2012), little is known about the role of epitranscriptomic marks in the regulation of gene expression in response to N nutrition. The results in the present work highlight the importance of epitranscriptomic marks in the regulation of gene expression.

### Epitranscriptome changes in response to NH_4_^+^nutrition

Correlation of global epitranscriptomics results with transcript abundance (**Figure 2C**), especially m^6^A modifications (**Figure 3D**), are consistent with those from previous works in *Populus* (Gao et al., 2021) and *Arabidopsis* (Luo et al., 2014; Wan et al., 2015) and support the role of m^6^A in mRNA turnover, as previously described in mammals (Wang et al., 2014; Li et al., 2019). Additionally, m^6^A identification revealed that in the roots of maritime pine, AAACA and AAACU were the most abundant RRACH 5-mer motifs (**Figure 3C**), as previously reported in *Arabidopsis*, maize, and poplar (Wan et al., 2015; Miao et al., 2020; Parker et al., 2020; Gao et al., 2021). These findings strongly suggest conservation of the RNA m^6^A methylation machinery in plants. However, pine m^6^A distribution, with similar levels of enrichment in the middle of the CDS and at beginning of the 3’-UTR (**Figures 3A, B**), slightly differs from the obtained results in angiosperms, where a greater enrichment of m^6^A was observed in the 3’-UTR (Miao et al., 2020; Parker et al., 2020; Gao et al., 2021). This discrepancy may be attributed to the lack of a well-curated reference genome for maritime pine. Interestingly, the distribution of m^6^A sites in pine transcripts is dynamically regulated by increasing the m^6^A deposition in the 3’-UTR in response to ${\text{NH}}_{4}^{+}$ , which seems to be correlated with poly(A) length and changes in protein abundance (**Figures 5C, D**), as well as the identification of transcripts with both up- and down-regulated epitranscriptomic marks (**Supplementary Dataset 11**). This observation agrees with previous results in other eukaryotic organisms (Meyer et al., 2012; Anderson et al., 2018).

Regarding poly(A) tail length, a previous work in *Caenorhabditis elegans* reported that highly expressed transcripts contained a relatively short and well-defined poly(A) tail (Lima et al., 2017), which has been related to translational efficiency (Wu et al., 2020). In yeast, it was demonstrated that poly(A) tail lengths also have negative correlations with transcript abundance (Tudek et al., 2021). Our results reveal that increased poly(A) tail lengths correlated with higher m^6^A and lower transcript abundances (**Figures 3F, G**). These findings are consistent with the effect of m^6^A modifications on transcript levels (**Figure 3D**), which follow the same trend as previously published results (Luo et al., 2014; Wan et al., 2015; Parker et al., 2020; Gao et al., 2021). The integration of all these results with the positive correlations of m^6^A ratios and poly(A) tail length with protein amounts (**Figures 4C, D**) suggests that m^6^A could affect the translation efficiency of the differentially modified transcripts, as previously described in mammals (Meyer, 2019). This evidence could also explain, at least in part, the lack of a relationship between the transcriptomic and proteomic data.

Epitranscriptomic marks, mainly m^6^A, seem to modulate protein synthesis through mRNA stability and modify translation processes. This is in line with a previous hypothesis considering that initial responses caused by environmental factors are modulated at the level of final products of gene expression to maintain cellular homeostasis (Cañas et al., 2015). Thus, the variable transcriptomic response can be controlled through intermediate steps, such as epitranscriptomic regulation, to generate an appropriate, quick, and stable cellular response.

### Carbon and nitrogen metabolism

As expected, N assimilation was induced by ${\text{NH}}_{4}^{+}$ , as shown by the significant increase in *GS1b* and *NADH-GOGAT* transcripts (**Figure 6**; **Supplementary Dataset 3**), consistent with previous transcriptomic reports (Li et al., 2017; Sun et al., 2017). However, no overrepresentation of GS1b and NADH-GOGAT was observed at the proteomic level (**Supplementary Dataset 14**), even though a trend towards higher GS activity was observed in the presence of ${\text{NH}}_{4}^{+}$ (**Supplementary Figure 8**). 

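Besides the *GS1b* and *NADH-GOGAT* forms named in the results, the form pp_68477 of cytosolic glutamine synthetase was at 6.41 ± 0.431 CPM in control roots and 17.4 ± 5.47 CPM in ammonium-treated roots (SD, n = 3, log2 fold change 1.26, adjusted p = 0.0780 from limma and 0.000293 from edgeR's exact test). The more abundant glutamine synthetase transcript pp_68474 was at 733 ± 20.6 and 850 ± 12.6 CPM (log2 fold change 0.21, adjusted p = 0.506 and 0.672 from the same tests). The *NADH-GOGAT* form pp_238923 had 85.0 ± 8.69 and 130 ± 5.92 CPM (log2 fold change 0.61, adjusted p = 0.0801 from limma and 0.00467 from edgeR's exact test). An alanine aminotransferase transcript (pp_201570), whose enzyme passes amino groups from glutamate to pyruvate, had 15.2 ± 5.34 and 25.4 ± 1.69 CPM (log2 fold change 0.76, and 0.46 without C1, adjusted p = 0.313 from limma and 0.0654 from edgeR's exact test). Of 27 nitrogen assimilation enzymes measured (31 listed from the parts held of Supplementary Datasets 10, 13 and 14), 25 had a positive log2 fold change, with a median of 0.16. Limma called 0 of them, with 7 higher and 0 lower at an unadjusted p under 0.05 and 4 higher when adjusted over the list alone. The list does not hold the *NADH-GOGAT* form pp_238920, which limma called as risen, or the form pp_238923. edgeR's exact test, its quasi-likelihood test and DESeq2 called 3 higher each. From the increase in the *GS1b* and *NADH-GOGAT* transcripts, the paper concludes that N assimilation was induced by ammonium. It also reports RT-qPCR of both with the same trend and enrichment of the term ammonia assimilation cycle. For the enzyme it reports a trend to higher GS activity, without more of the 2 proteins.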

Similar proteomics results for ${\text{NH}}_{4}^{+}$ nutrition have been described before (Marino et al., 2016; Coleto et al., 2019), as well as the lack of correlation between relative expression levels of *GS* transcripts and GS activity and Gln/Glu levels. To explain these discrepancies, it was hypothesized that the response to N nutrition could be regulated through a posttranscriptional (translational or posttranslational) mechanism (Ortigosa et al., 2020). In this way, several nucleosides with differential epitranscriptomic marks, including m^6^A, have been identified in *GS1b* transcripts, which could explain the differences between transcriptomics and proteomics data (**Supplementary Datasets 10 and 13**). Accordingly, in *Arabidopsis*, m^6^A can regulate the alternative polyadenylation and transcript abundance of the *GLN1;1* and *GLN1;3* genes during nitrate assimilation and signaling (Hou et al., 2021).

**Figure 6:**
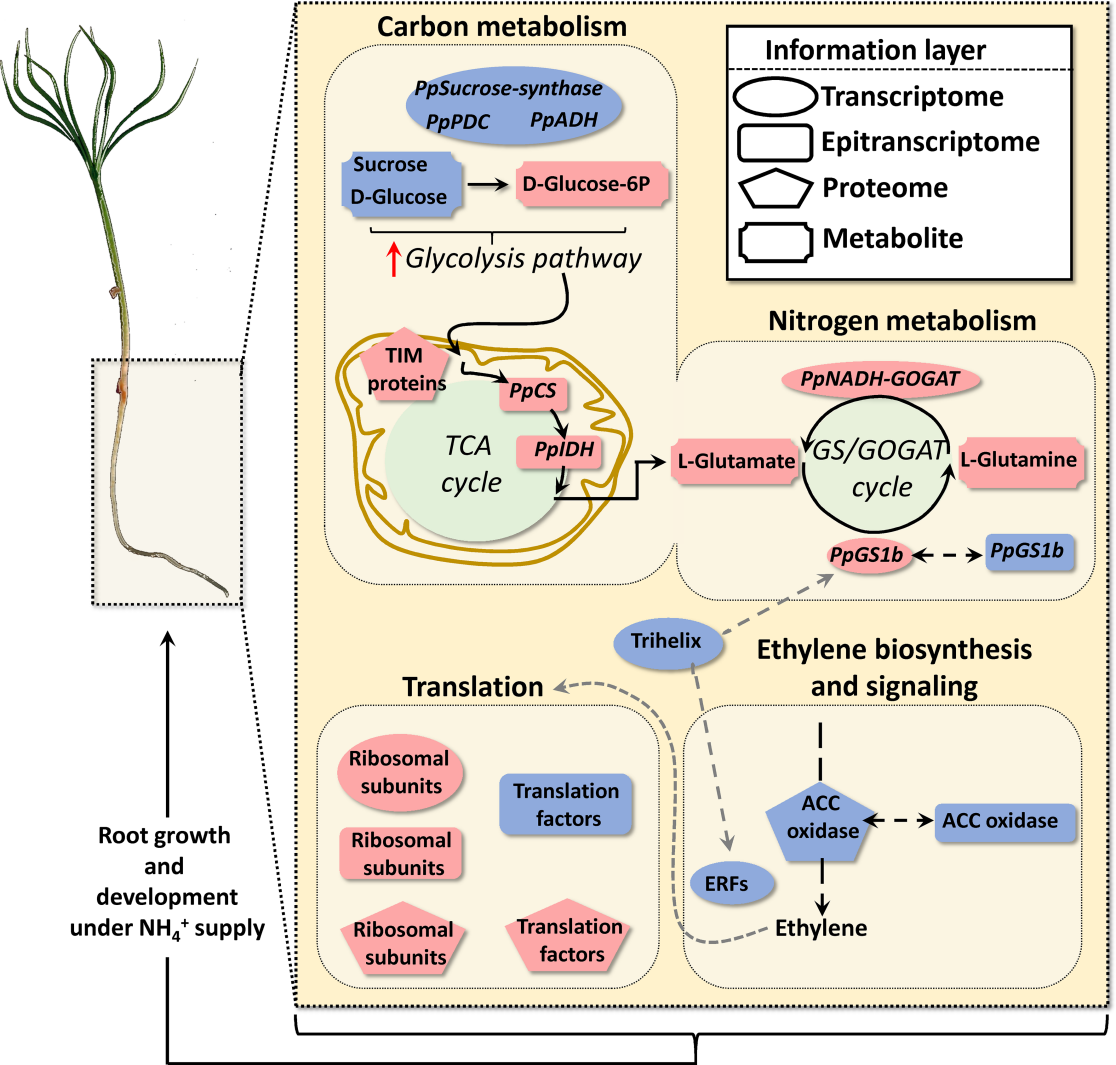
Schematic representation of functional results obtained through the omics integrative approach. ${\text{NH}}_{4}^{+}$ triggers carbon and nitrogen metabolism, ethylene biosynthesis and signaling and translation responses. Geometric red and blue forms indicate upregulation and downregulation respectively of transcripts, RNA nucleoside modifications, proteins, and metabolites.

Additionally, the results of this study suggest the existence of a carbon flux through glycolysis and the TCA cycle to provide carbon skeletons for N assimilation (de la Peña et al., 2019). Interestingly, the fermentation pathway seems to be repressed, as suggested by the downregulation of pyruvate decarboxylase (PDC) transcripts and the decrease in alcohol dehydrogenase (ADH) and aldehyde dehydrogenase (ALDH) protein levels (**Supplementary Datasets 2 and 14**). It is well known that plants under low oxygen conditions regulate their metabolism, inducing the fermentation pathway in which PDC and ADH activities are essential, which results in pyruvate consumption, the production of ethanol and the concomitant oxidation of NADH to NAD^+^ (Mithran et al., 2014). 

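Alcohol dehydrogenase reduces acetaldehyde to ethanol, and 3 of its transcripts fell in ammonium-treated roots. The form pp_247834 went from 72.1 ± 2.78 to 31.9 ± 5.87 CPM (SD, n = 3), a log2 fold change of -1.17 (SE 0.14, adjusted p = 0.00788 from limma and 1.32e-09 from edgeR's exact test). The forms pp_247833 and pp_247837 had log2 fold changes of -1.16 and -1.16, and the 3 forms may share reads. Another alcohol dehydrogenase transcript, pp_203818, had 41.4, 56.5 and 121 CPM in C1, C2 and C3 and 23.1 ± 7.63 CPM under ammonium (log2 fold change -1.52, adjusted p = 0.112 from limma and 5.80e-05 from edgeR's exact test). Pyruvate decarboxylase 1 (pp_163572) had 5.37, 12.7 and 34.9 CPM in C1, C2 and C3 and 4.41 ± 1.94 CPM under ammonium (log2 fold change -1.51, and -0.86 without C3, adjusted p = 0.348 from limma and 0.00201 from edgeR's exact test), so that its groups overlapped. The sucrose synthase transcript pp_144835 was at 113 ± 14.1 and 75.4 ± 14.1 CPM (log2 fold change -0.58, adjusted p = 0.220 from limma and 0.0559 from edgeR's exact test). A list of fermentation and sucrose synthase transcripts from the parts held of Supplementary Datasets 10, 13 and 14 had 32 of 41 members measured and did not hold the 3 called forms. Limma called 0 of the 32, with 2 higher and 10 lower at an unadjusted p under 0.05 and 6 lower when adjusted over the list alone. edgeR's exact test and its quasi-likelihood test called 2 lower each and DESeq2 0. The median log2 fold change was -0.23. The limma calls of the 3 forms were lost without C2 (adjusted p 0.0620).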

The consumption of soluble sugars (sucrose and D-glucose) (**Supplementary Figure 1** and **Supplementary Dataset 1**), the repression of the fermentative pathway and the overrepresentation of TIM proteins (inner membrane translocase proteins) (**Supplementary Dataset 14**) highlight the need for organic acids from TCA cycle to assimilate ${\text{NH}}_{4}^{+}$ and produce energy for plant growth. In addition, our results suggest that the biosynthesis of organic acids could be regulated through the epitranscriptome according to the differentially overmodified sequence found in the coding transcript for the pyruvate kinase enzyme (pp_236058), which could imply an additional regulation mechanism together with those previously described (Wulfert et al., 2020).

### Ethylene

Transcriptomic studies carried out in rice described that under excess ${\text{NH}}_{4}^{+}$ , ethylene (ET) could be one of the major regulatory molecules in roots (Sun et al., 2017). Additionally, Li et al. (2013) described in *Arabidopsis* that shoot-supplied ${\text{NH}}_{4}^{+}$ promoted ET biosynthesis only in shoots, resulting in a reduction in the lateral root formation process due to *auxin transporter 1* (*AUX1*) repression. These data might indicate that ET biosynthesis is involved in detrimental ${\text{NH}}_{4}^{+}$ -related phenotypes, such as a reduction in the number of lateral roots (LRs). Some reports have described that the application of inhibitors of the ET biosynthesis relieved symptoms of ${\text{NH}}_{4}^{+}$ toxicity affecting RSA (Li et al., 2013). However, previous results in maritime pine seedlings indicated that ${\text{NH}}_{4}^{+}$ promotes root growth (Ortigosa et al., 2020) and a wide repression of the ACC oxidase in the root apex during early transcriptome response (Ortigosa et al., 2022).

A comparison of the root transcriptomic response and differential proteomics results revealed that ${\text{NH}}_{4}^{+}$ promotes a decrease in ET-related transcripts and proteins. Several ET-responsive TFs were downregulated at the transcriptomic level, while proteomic results revealed that ACC oxidase was downregulated (**Supplementary Datasets 2** and **14**). ACC oxidase is the enzyme responsible for the final step in the biosynthesis of ET in plants (John et al., 1999). Furthermore, ACC oxidase transcripts exhibited a nucleoside putative modification in the 3’-UTR (position 462) that was differentially increased under ${\text{NH}}_{4}^{+}$ treatment (**Supplementary Dataset 16**). Since the levels of ACC oxidase transcripts had no significant changes, it is possible that this epitranscriptomic mark could be involved in the translational regulation of these transcripts, therefore affecting the ET levels of the organ. 

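The ACC oxidase transcripts pp_162587 and pp_162588 were nearly equal in level and may share reads. The first was at 125 ± 13.9 CPM in control roots and 104 ± 7.11 CPM in ammonium-treated roots (SD, n = 3), a log2 fold change of -0.26 (SE 0.12, adjusted p = 0.554 from limma and 0.635 from edgeR's exact test). The other was at 124 ± 13.6 and 103 ± 6.79 CPM, a log2 fold change of -0.25 (adjusted p = 0.567 from limma and 0.656 from edgeR's exact test). Limma called 0 of the 2, with 0 higher and 2 lower at an unadjusted p under 0.05 and 2 lower when adjusted over the list alone. edgeR's exact test, its quasi-likelihood test and DESeq2 called 0. Over 8 measured transcripts of ethylene biosynthesis and response (10 listed from the parts held of Supplementary Datasets 10, 13 and 14), limma called 0, with 0 higher and 3 lower at an unadjusted p under 0.05 and 2 lower when adjusted over the list alone. The other 3 tests called 0. This list does not hold the ERF transcripts pp_58625, pp_58626, pp_86737, pp_96228 and pp_96234. Those were called lower by edgeR's exact test and were not called by limma.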

Interestingly, it is reasonable to think that this kind of response could be related to conifer preference for ${\text{NH}}_{4}^{+}$ . Additional technical approaches are required to identify the exact modification and validate its biological relevance in the regulation of ACC oxidase and ET biosynthesis. Finally, the relationship between ET and N nutrition is remarked by the differential expression (negative) of a trihelix family TF that has a very high similarity degree to *AT3G54390* in *Arabidopsis* (**Figure 6**). This TF in *Arabidopsis* has been shown to interact with the promoters of genes involved in N metabolism and ET biosynthesis including *glutamine synthetase* (AT1G66200), *nitrite reductase* (AT2G15620), *ET-responsive transcription factor* (*ERF012*; AT1G21910) and *1-aminocyclopropane-1-carboxylate synthase* (AT5G65800) (Gaudinier et al., 2018).

### Translation and growth

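At the transcript level, ribosomal protein transcripts were more often above than below 0 in log2 fold change (110 against 40 of 150 measured), with a median of 0.06. The 60S ribosomal protein L21 transcript pp_209640 was at 33.0 ± 7.41 CPM in control roots and 53.0 ± 8.09 CPM in ammonium-treated roots (SD, n = 3, log2 fold change 0.68, adjusted p = 0.220 from limma and 0.0295 from edgeR's exact test). L8 (pp_236928) was at 22.7 ± 4.76 and 38.4 ± 7.98 CPM (log2 fold change 0.73, adjusted p = 0.223 and 0.0264 from limma and edgeR's exact test). The fusion of ubiquitin and ribosomal protein L40 (pp_215447), which is not among the 150, was lower, at 130 ± 11.7 and 83.4 ± 6.03 CPM (log2 fold change -0.63, adjusted p = 0.0780 from limma and 0.00299 from edgeR's exact test). Elongation factor 1-gamma (pp_233771) had 10.0 ± 0.935 and 17.8 ± 2.45 CPM (adjusted p = 0.172 from limma and 0.0185 from edgeR's exact test). Among forms of elongation factor 1-alpha, which brings aminoacyl-tRNA to the ribosome, the rare pp_185331 had 3.11 ± 0.740 and 0.559 ± 0.206 CPM (adjusted p = 0.206 from limma and 0.00152 from edgeR's exact test). The abundant pp_67822 had 1277 ± 88.0 and 1337 ± 46.8 CPM (0.867 and 1.00 from the same tests). Of the 150 ribosomal transcripts (166 listed), limma called 0, with 11 higher and 1 lower at an unadjusted p under 0.05 and 1 higher when adjusted over the list alone. The 1 lower, pp_203555, is named a putative translation elongation factor and is counted among the translation factors too. edgeR's exact test called 3 higher, and its quasi-likelihood test and DESeq2 called 0. Of 44 translation factors measured (49 listed), limma called 0, with 1 higher and 5 lower at an unadjusted p under 0.05 and 1 higher and 1 lower when adjusted over the list alone. On the reads, edgeR's exact test called 1 higher and 2 lower, and its quasi-likelihood test and DESeq2 called 0. Both lists came from annotations in the parts held of Supplementary Datasets 10, 13 and 14 and may hold only some members of each family.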

The results obtained also indicate a reconfiguration of the ribosomal proteins and elongation factors at all biological levels, although this was more visible in epitranscriptomics and proteomics results (**Figures 5D**, **6**; **Supplementary Datasets 2, 10, 14** and **17**). This process is clearly related to the correlation between m^6^A ratios and protein amounts (**Figure 4C**), suggesting that ${\text{NH}}_{4}^{+}$ nutrition promotes general translation activation to support the root growth of maritime pine seedlings. This kind of effect on the ribosomal protein composition and proteins involved in translation has been previously observed under different conditions, including plant mineral nutrition (Wang et al., 2013; Prinsi and Espen, 2018; Ferretti and Karbstein, 2019). The data suggest that changes in the profiles of ribosomal proteins can be significantly mediated by epitranscriptomic modifications of their transcripts. These posttranscriptional changes can influence ribosome function and performance. One example is the RACK1 proteins, which are components of the small subunit of the ribosome and are involved in translation quality control promoting the endonucleolytic cleavage of nonstop mRNA (Ikeuchi and Inada, 2016). These proteins in plants are involved in the response to phytohormones, including ET, and in the regulation of growth and development (Wang et al., 2019). Interestingly, the mRNA of a *RACK1* gene in maritime pine roots has several differential epitranscriptomic marks (**Supplementary Datasets 10** and **11**). Although it was not significant, RACK1 protein expression was repressed under ${\text{NH}}_{4}^{+}$ conditions, suggesting a change in the quality control mechanisms and even in the integration of the plant signaling pathways. This result agrees with the negative regulation of ACC oxidase and repression of several ERFs (**Supplementary Datasets 2** and **14**), since ET signaling affects gene translation in different ways (Merchante et al., 2015).

Additionally, related to the regulation of translation and root growth, among the transcriptomic results, the repression of an *FCS-like zinc finger* was observed (**Supplementary Dataset 2**). FCS proteins interact with SnRK1 to mediate the interaction of SnRK1 with other proteins (Jamsheer et al., 2018). SnRK1 is a kinase that phosphorylates RAPTOR, a regulatory element of the TOR complex, repressing TOR activity (Fu et al., 2020). Considering the ribosomal protein changes and the increase in root growth observed under ${\text{NH}}_{4}^{+}$ nutrition in maritime pine seedlings (Ortigosa et al., 2020), it can be hypothesized a decrease of SnRK1 activity over the TOR complex in these conditions. The TOR complex integrates different developmental and environmental signals, including nutritional status, promoting ribosome biogenesis, translation, and plant growth (Henriques et al., 2022). Finally, a transcript coding for a TCTP protein had several differential modifications (**Supplementary Dataset 11**). It is well established in plants that *TCTP* mRNA is synthetized in shoots and transported to roots, where it is translated and promotes lateral root formation (Branco and Masle, 2019). Interestingly, transport of this mRNA is mediated through epitranscriptomic marks (Yang et al., 2019). This suggests additional mechanisms controlling growth and development in response to N nutrition in maritime pine roots.

Therefore, the results presented in this work suggest that protein translation and growth are finely regulated through epitranscriptomic marks, including m^6^A, to acquire an optimum response to N supply (**Figure 6**). More research efforts are required to corroborate this hypothesis and to investigate whether ET could act as a modulator of the integrated response observed due to its effects on the translation process.

## Conclusions

Finally, and according to our results in maritime pine, ${\text{NH}}_{4}^{+}$ triggers a root systemic response at short-term that mainly involved changes in key pathways such as carbon and nitrogen metabolism, ET signaling pathway, translation and root growth (**Figure 6**). Interestingly, ET-related response observed was different from that of previously reported in other ${\text{NH}}_{4}^{+}$ tolerant plants such as rice (Sun et al., 2017) and supports previous findings in maritime pine (Ortigosa et al., 2022). Additionally, the obtained results strongly suggest that protein translation is finely regulated through the epitranscriptome affecting mRNA turnover and probably the ribosome performance. Although the gene transcription is very reactive to development and environmental changes the processes that regulate mRNA metabolism and translation, such as epitranscriptomics marks, can modulate the response buffering, filtering, and focusing the final products of the gene expression. In this case, the epitranscriptomic regulation seems directed to acquire a proper response to promote root growth under ${\text{NH}}_{4}^{+}$ supplementation.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Author contributions

FO have performed the experiments; CL-F has performed the bioinformatic analyses; JP-C and FRC have performed the statistical data analysis; FO and RC have wrote the manuscript; CA and FMC made additional contributions and edited the manuscript. FO and RC have planned and designed the research. RC, CA, and FMC were the responsible of the funding acquisition. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Epitranscriptome changes triggered by ammonium nutrition regulate the proteome response of maritime pine roots
**Source:** Front Plant Sci. 2022 Dec 22;13:1102044. doi: 10.3389/fpls.2022.1102044
**Supplement:** Supplementary file 4

Supplementary Material

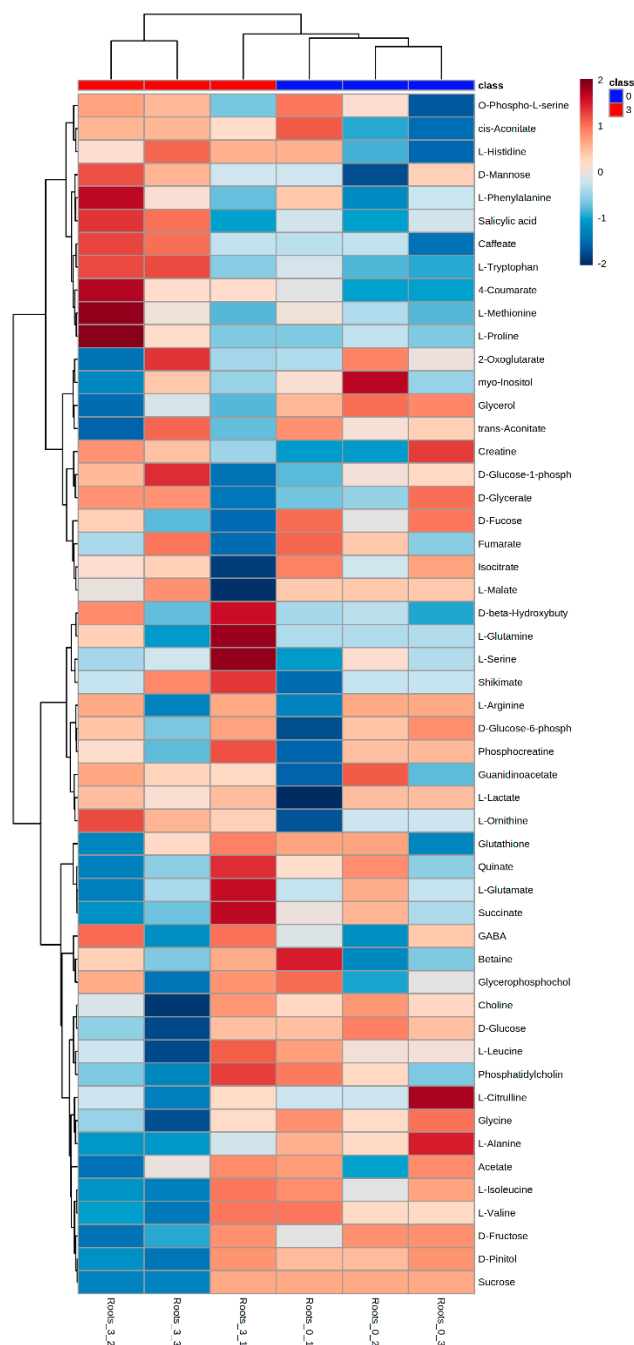

Supplementary Figure 1. Heatmap of root metabolites. The analysis was done with Metaboanalyst using the Euclidean distance and Ward clustering algorithm. Class 0 (blue group) corresponds with control samples irrigated with distilled water. Class 3 (red group) corresponds with seedlings irrigated with 3 mM NH₄⁺.

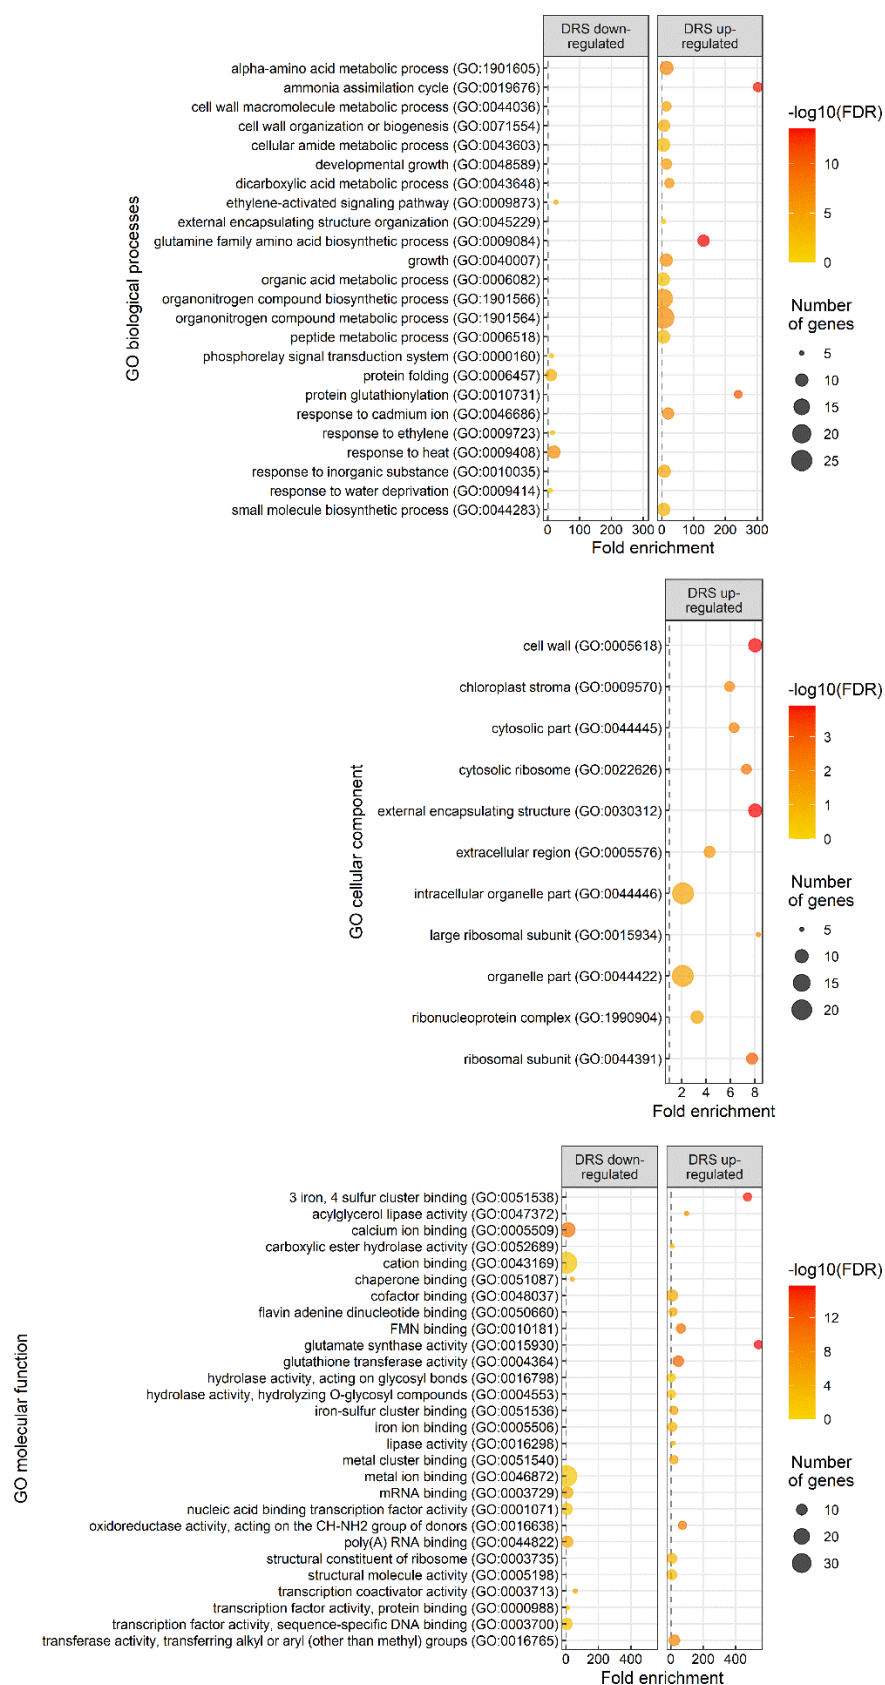

Supplementary Figure 2. Significant GO terms after SEA analysis using the DRS results.

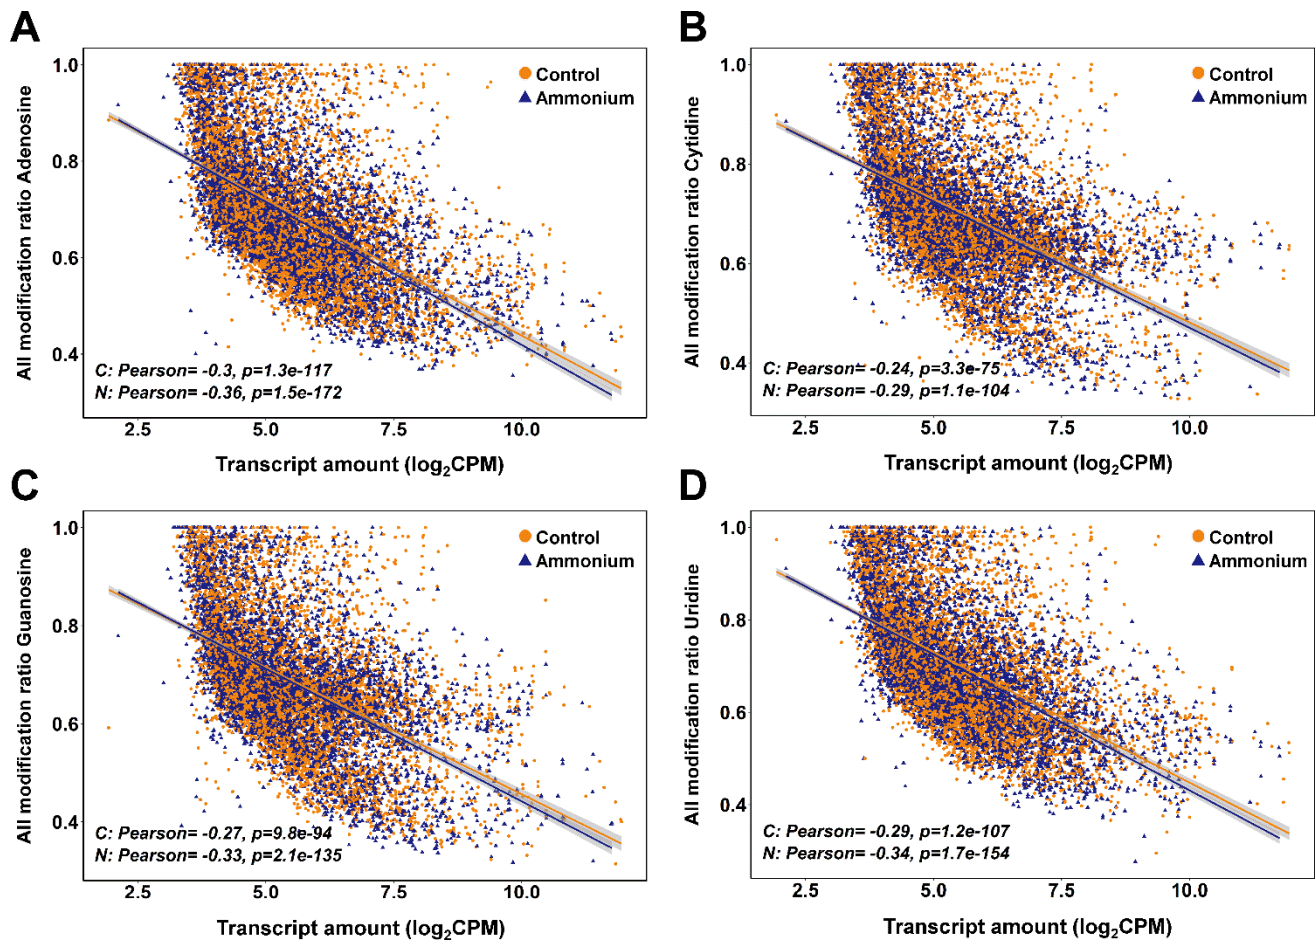

Supplementary Figure 3. Scatter plot and correlations between the transcript amounts and the modification ratios detected using Tombo software for each nucleoside. Epitranscriptomic modifications in adenosines (A), cytidines (B), guanosines (C) and uridines (D).

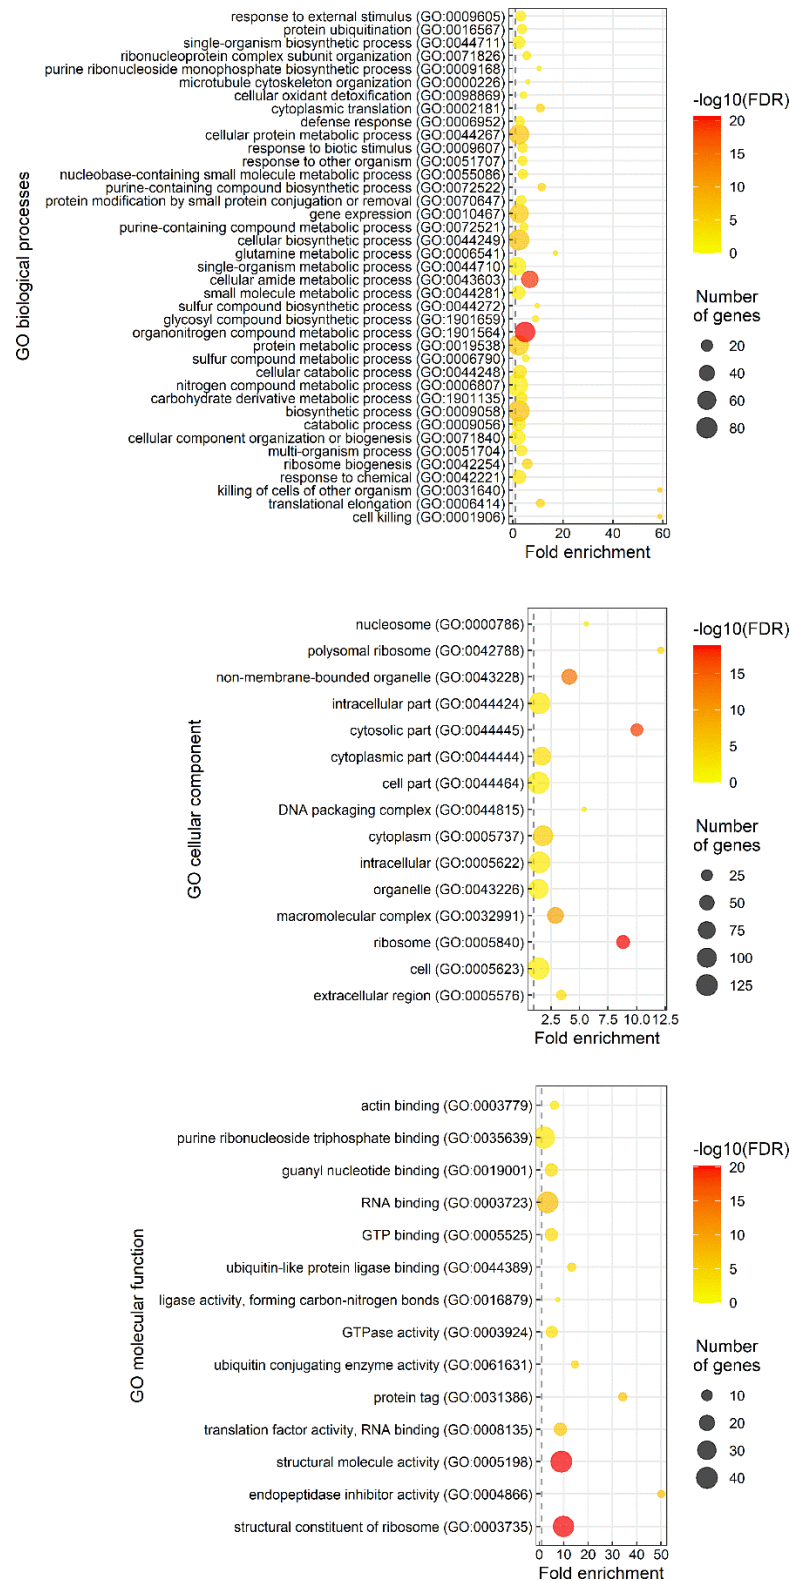

Supplementary Figure 4. Significant GO terms after SEA analysis using the epitranscriptomics results obtained from Tombo software.

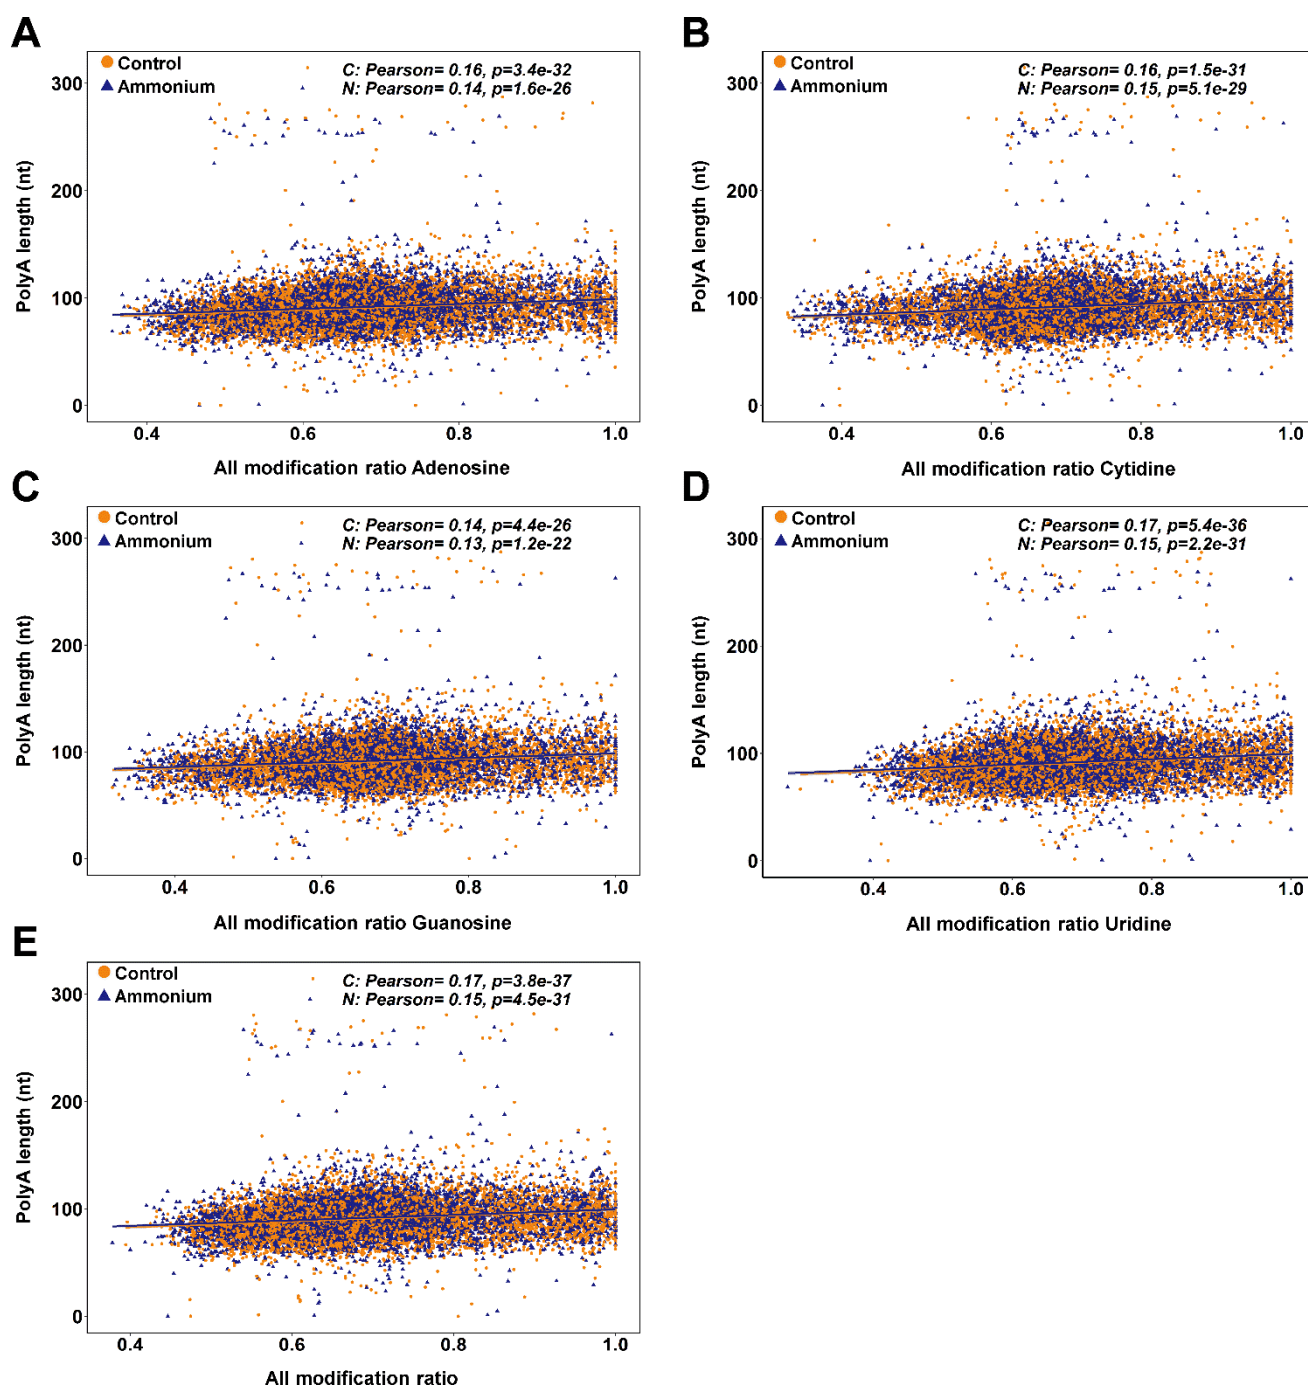

Supplementary Figure 5. Scatter plot and correlations between the poly(A) length and the modification ratios detected using Tombo software for each nucleoside and global results. Epitranscriptomic modifications in adenosines (A), cytidines (B), guanosines (C) uridines (D) and all nucleosides (E).

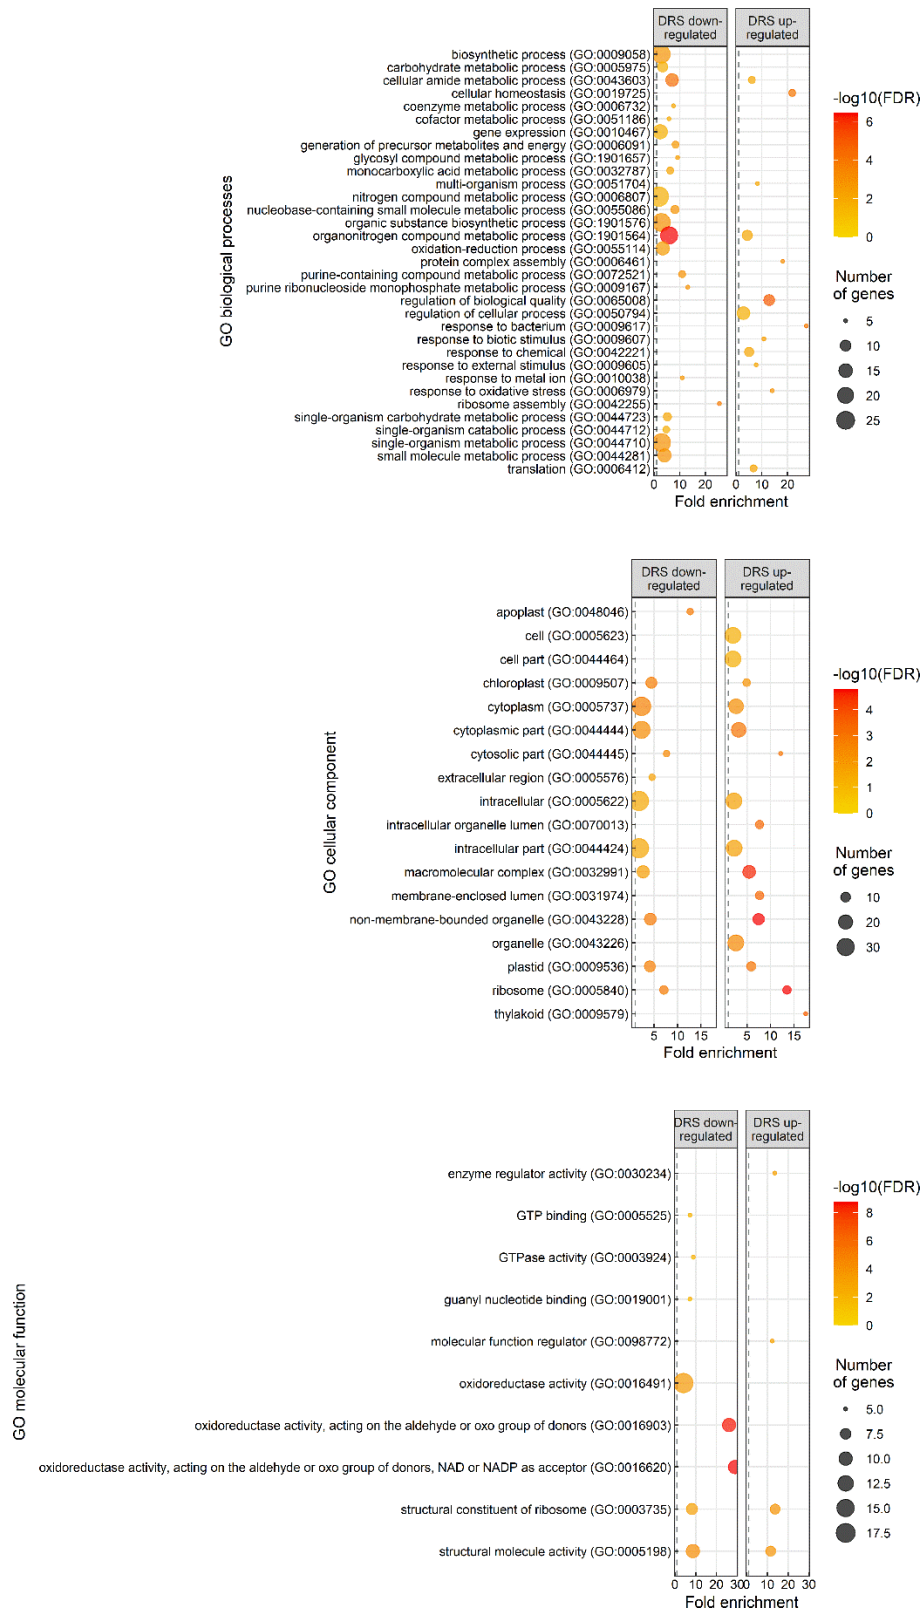

Supplementary Figure 6. Significant GO terms after SEA analysis using the proteomics results.

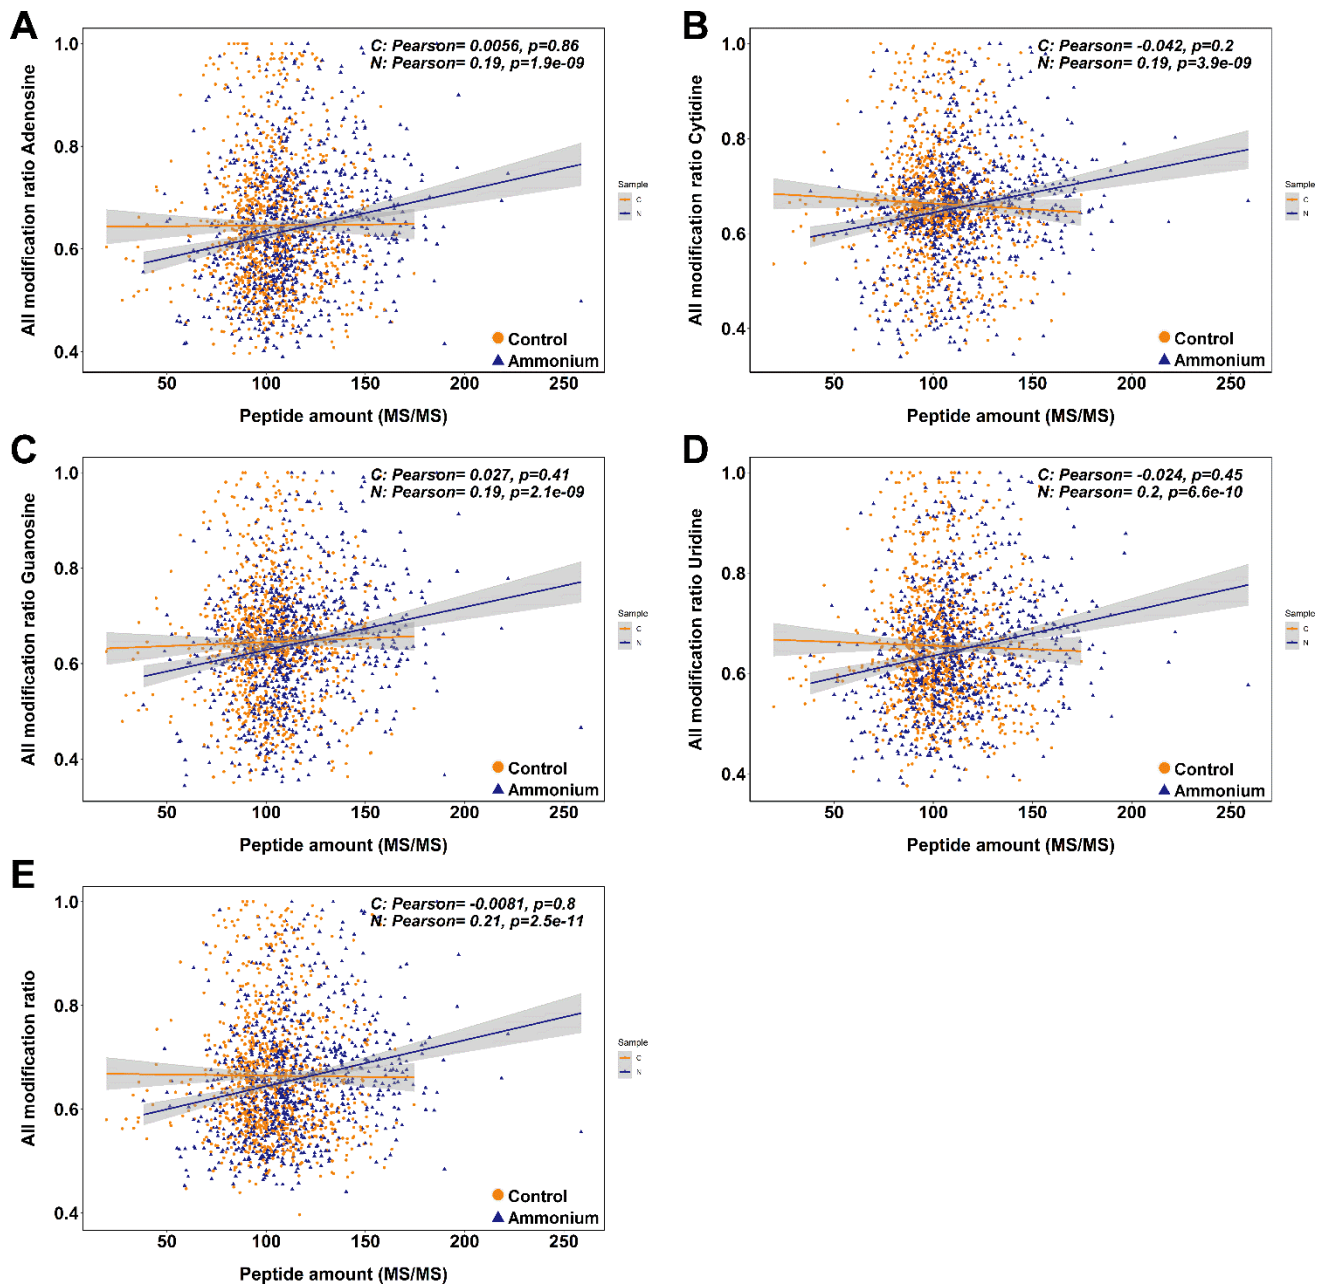

Supplementary Figure 7. Scatter plot and correlations between the protein amounts and the modification ratios detected using Tombo software for each nucleoside and global results. Epitranscriptomic modifications in adenosines (A), cytidines (B), guanosines (C) uridines (D) and all nucleosides (E).

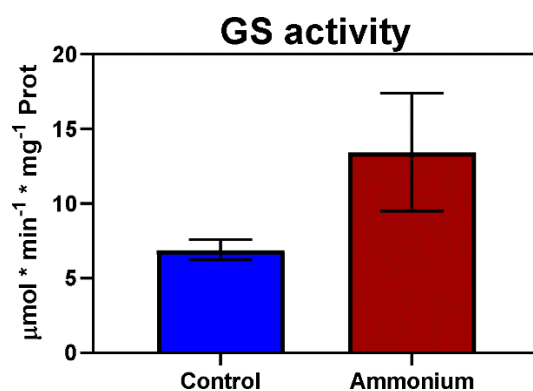

Supplementary Figure 8. Glutamine synthetase activity in maritime pine roots under ammonium nutrition. The results are the mean of three independent experiments using biological pools. Error bars correspond to SE. Enzymatic determinations were described in Supplementary Methods 1.

# Supplementary material for: Epitranscriptome changes triggered by ammonium nutrition regulate the proteome response of maritime pine roots
**Source:** Front Plant Sci. 2022 Dec 22;13:1102044. doi: 10.3389/fpls.2022.1102044
**Supplement:** Supplementary file 4

Supplementary Material

# Supplementary Methods.

**Metabolite profile**

The metabolites for ^1^H-NMR analysis were extracted following the protocol previously described by Kruger et al. (2008) and according to Ortigosa et al. (2020). Two hundred milligrams of frozen powder were used for extractions. The 1H-NMR analyses were performed on an ASCEND 400 MHz NMR Spectrometer (Bruker, Billerica, MA, USA) in the Bionand Centre (Malaga, Spain). The 1D-1H-NMR spectrum for each sample was obtained as previously described by Cañas et al. (2015). Quantitative analysis of the NMR spectra was performed using LCModel software (Provencher, 1993) and a previously generated reference metabolite spectral library (Cañas et al., 2015). The internal reference was an electronically generated signal, ERETIC (Akoka et al., 1999). The metabolite amounts were determined at millimolar concentrations. The metabolite contents were analyzed with MetaboAnalyst 4.0 (Chong et al., 2018). Data were normalized using the quantile method, then log transformation and mean centered. MetaboAnalyst 4.0 was used to construct a Heatmap and perform a t-test with the metabolite data. All data and results have been included in Supplementary Figure 1 and Supplementary Dataset 1.

**Direct RNA sequencing and differential epitranscriptomic analysis**

Nanopore libraries for direct RNA sequencing (DRS) were prepared from 1.65 up to 2.18 µg of isolated mRNA poly(A) using the Nanopore Direct RNA Sequencing kit (SQK-RNA001, Oxford Nanopore Technologies, ONT, Oxford, UK) according to manufacturer’s instructions. The poly(T) adapter ligation to the mRNA poly(A) was performed using T4 DNA ligase (New England Biolabs, Ipswich, MA, USA) in the Quick Ligase reaction buffer (New England Biolabs) for 15 min at room temperature. First-strand cDNA synthesis was carried with SuperScript III Reverse Transcriptase (Thermo Fisher Scientific, Waltham, MA, USA) using the oligo(dT) adapter. The RNA-cDNA hybrid obtained was purified using Agencourt RNAClean XP magnetic beads (Beckman Coulter, Brea, CA, USA). The DRS adapter was ligated to mRNA poly(A) using T4 DNA ligase (New England Biolabs, Ipswich, MA, USA) in the Quick Ligase reaction buffer (New England Biolabs, Ipswich, MA, USA) for 15 min at room temperature followed by a second purification step using Agencourt beads (as described above). Finally, DRS libraries were loaded onto a R9.4 SpotON Flow Cells (Oxford Nanopore Technologies, Oxford, UK) and sequenced until complete nanopores depletion, around 24 hours of run time.

**Validation of differential deposition of N6-methyladenosine by RT-qPCR**

The validation of the differential deposition of N6-methyladenosine (m6A) in the transcripts were made using the SELECT method (Xiao et al., 2018). A differential cDNA synthesis was made per each transcript with 30 ng of total RNA in a reaction mix with 40 nM up-primer, 40 nM down-primer, 5 μM dTTP and 1x CutSmart buffer (New England Biolabs, Ipswich, MA, USA) in a final volume of 17 μL. The primers hybridization was made in a thermocycler at 90 ºC for 1 min, 80 ºC for 1 min, 70 ºC for 1 min, 60 ºC for 1 min, 60 ºC for 1 min, 50 ºC for 1 min and 4 0ºC for 6 min. After, 3 μL of a new solution containing 0.01 U BST2.0 DNA polymerase (New England Biolabs, Ipswich, MA, USA), 0.5 U SplintR ligase (New England Biolabs, Ipswich, MA, USA) and 10 nmol ATP was added to the reaction mix. The final solution was incubated in a thermocycler at 40 ºC for 20 min with a final denaturation step at 80 ºC for 20 min. Finally, 2 μL of the mix were employed to make qPCR determinations as described above. The expression level of each transcript was determined in parallel by RT-qPCR and their result were used to normalize the SELECT results.

**Differential proteomics analysis**

*Protein extraction*

The proteins were extracted following the protocol described by González Fernández et al. (2014). The extractions were carried out with 200 mg of sample. Protein content was determined using a commercially kit (Protein Assay Dye Reagent; Bio-Rad, CA, USA) and bovine serum albumin as a standard (Bradford, 1976). Protein extracts were cleaned-up in 1D SDS-PAGE at 10% polyacrilamyde as described in Valledor and Weckwerth, 2014. Protein bands were cut off, diced, and kept in water at 4 ºC until digestion.

*Protein digestion*

Protein digestions were carried out in the Proteomics Facility at Research Support Central Service, University of Cordoba. Briefly, gel dices were distained in 200 mM ammonium bicarbonate (AB)/50% acetonitrile for 15 min followed by 5 min in 100 % acetonitrile. Protein was reduced by addition of 20 mM dithiothreitol in 25 mM AB and incubated for 20 min at 55 °C. The mixture was cooled down to room temperature, followed by alkylation of free thiols by addition of 40 mM iodoacetamide in 25 mM AB, in the dark for 20 min and the gel pieces were then washed twice in 25 mM AB. Proteolytic digestion was performed by addition of Trypsin (Promega, Madison, WI) at 12.5 ng/µL of enzyme in 25 mM AB and incubated at 37 ºC overnight. Protein digestion was stopped by addition of trifluoroacetic acid at 1% final concentration and the digested samples were finally Speedvac dried.

*nLC-MS2 analysis*

Protein analyses were carried out in the Proteomics Facility at Research Support Central Service, University of Cordoba. Nano-LC was performed in a Dionex Ultimate 3000 nano UPLC (Thermo Scientific) with a C18 75 μm x 50 Acclaim Pepmam column (Thermo Scientific). The peptide mix was previously loaded on a 300 μm x 5 mm Acclaim Pepmap precolumn (Thermo Scientific) in 2% acetonitrile/0.05% TFA for 5 min at 5µL/min. Peptide separation was performed at 40°C for all runs. Mobile phase buffer A was composed of water, 0.1% formic acid. Mobile phase B was composed of 20% acetonitrile, 0.1% formic acid. Samples were separated at 300 nL/min. Elution conditions were: 4-35%B for 60 min; 35-55% B for 3 min; 55-90% B for 3 min followed by 8 min wash at 90% B and a 12 min re-equilibration at 4%B. Total time of chromatography was 85 min.

Eluting peptide cations were converted to gas-phase ions by nano electrospray ionization and analysed on a Thermo Orbitrap Fusion (Q-OT-qIT, Thermo Scientific) mass spectrometer operated in positive mode. Survey scans of peptide precursors from 400 to 1500 m/z were performed at 120K resolution (at 200 m/z) with a 4 × 105 ion count target. Tandem MS was performed by isolation at 1.2 Da with the quadrupole, CID fragmentation with normalized collision energy of 35, and rapid scan MS analysis in the ion trap. The AGC ion count target was set to 2 x 103 and the max injection time was 300 ms. Only those precursors with charge state 2–5 were sampled for MS2. The dynamic exclusion duration was set to 15 s with a 10 ppm tolerance around the selected precursor and its isotopes. Monoisotopic precursor selection was turned on. The instrument was run in top 30 mode with 3 s cycles, meaning the instrument would continuously perform MS2 events until a maximum of top 30 non-excluded precursors or 3s, whichever is shorter.

**Glutamine synthetase enzyme activity**

Soluble proteins were extracted using 100 mg of root ground powder. The extraction was performed by adding 0.5 mL of extraction buffer (50 mM Tris-HCl pH 8, 1 mM EDTA, 10 mM MgCl2, 0.5 mM dithiothreitol (DTT), 20% (w/v) glycerol, 0.1% (v/v) Triton X-100, 1% (w/v) polyvinylpyrrolidone (PVP), and 1% (w/v) polyvinyl(poly)pyrrolidone (PVPP)) and 30 mg of fine sea sand. The resulting extract was centrifuged at 12,000 g for 30 min at 4 °C. The obtained supernatants were recovered and used for soluble protein determination through Bradford’s procedure using a commercial reagent (Protein Assay Dye Reagent; Bio-Rad, CA, USA) and bovine serum albumin as a standard (Bradford, 1976).

Glutamine synthetase (GS, EC 6.3.1.2) activity was determined by the transferase assay (Cánovas et al., 1984). The final reaction volume was 150 µL. Reactions were incubated for 15 min at 37 °C with 10 s of agitation every minute; the reactions were stopped with 150 µL of STOP solution (10% FeCl3·6H2O in 0.2 N HCl, 24% trichloroacetic acid and 50% HCl) and centrifuged for 3 min at 3220 g. After centrifugation, 200 µL of the supernatant was recovered, and absorbance was measured at 540 nm in a microplate reader.

**REFERENCES**

Akoka, S., Barantin, L., and Trierweiler, M. (1999). Concentration measurement by proton NMR using the ERETIC method. Anal. Chem. 71: 2554-2557, https://doi.org/10.1021/ac981422i.

Bradford, M.M. (1976). A rapid and sensitive method for the quantitation of microgram quantities of protein utilizing the principle of protein-dye binding. Analytical Biochemistry, 72: 248-254, https://doi.org/10.1006/abio.1976.9999.

Cánovas, F., Valpuesta, V., and Núñez de Castro, I. (1984). Characterization of glutamine synthetase from tomato leaves. Plant Science Letters, 37:79-85, https://doi.org/10.1016/0304-4211(84)90207-4.

Cañas, R.A., Canales, J., Muñoz-Hernández, C., Granados, J.M., Ávila, C., García-Martín, M.L., and Cánovas, F.M. (2015). Understanding developmental and adaptive cues in pine through metabolite profiling and co-expression network analysis. J. Exp. Bot. 66: 3113-3127, https://doi.org/10.1093/jxb/erv118.

Chong, J., Soufan, O., Li, C., Caraus, I., Li, S., Bourque, G., Wishart, D., and Xia, J. (2018). MetaboAnalyst 4.0: towards more transparent and integrative metabolomics analysis. Nucleic Acids Res. 46: 486-494, https://doi.org/10.1093/nar/gky310.

Cui, X., Meng, J., Zhang, S., Chen, Y., and Huang Y. (2016). A novel algorithm for calling mRNA m6A peaks by modeling biological variances in MeRIP-seq data. Bioinformatics, 32: i378-i385, https://doi.org/10.1093/bioinformatics/btw281.

González Fernández, R., Redondo, I., and Jorrín-Novo, J.V. (2014). Making a protein extract from plant pathogenic fungi for gel- and LC-based proteomics. Plant Proteomics: Methods and Protocols, 2nd Edition, 1072: 93-109, https://doi.org/10.1007/978-1-62703-631-3_8.

Provencher, S.W. (1993). Estimation of metabolite concentrations from localized in vivo proton NMR spectra. Magn. Reson. Med. 30: 672-679, https://doi.org/10.1002/mrm.1910300604.

Valledor, L., and Weckwerth, W. (2014). An improved detergent-compatible gel-fractionation LC-LTQ-Orbitrap-MS workflow for plant and microbial proteomics. Methods in molecular biology (Clifton, N.J.), 1072: 347-358, https://doi.org/10.1007/978-1-62703-631-3_25.

Xiao, Y., Wang, Y., Tang, Q., Wei, L., Zhang, X., and Jia, G. (2018). An Elongation‐and Ligation-Based qPCR Amplification Method for the Radiolabeling-Free Detection of Locus‐Specific N6-Methyladenosine Modification. Angewandte Chemie International Edition, 57: 15995-16000, https://doi.org/10.1002/anie.201807942.

How the deposited data were processed for this re-analysis (not part of the article)

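The data were direct RNA sequencing libraries of maritime pine roots, 3 from seedlings irrigated with 80 mL of water and 3 from seedlings irrigated with 80 mL of 3 mM NH4Cl, taken 24 h later. Samples were assigned to treatments from the labels and from the paper's plant material section. The paper states that the experiment was carried out in independent repeats. The authors deposited CPM values (read counts scaled to library size) for 46658 transcripts in 1 table with a column for each library. As the paper and the submitters' processing notes describe, they called bases with Guppy, filtered reads by quality, aligned them with minimap2 to the maritime pine root transcriptome, and used edgeR for CPM values and for keeping transcripts with at least 2 CPM in at least 2 samples, which every transcript in the table meets. Versions of minimap2 and edgeR and the counting program are not given in the sources used here.

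In each library, 100% of the deposited CPM values were whole multiples, within 1e-06, of the value of 1 read, and the recovered reads numbered from 1270378 to 5416076. The divisor of the CPM values was 1.0275 to 1.0276 times the recovered reads times the TMM factor, so the authors' normalization factors are already in the values. A value of 3 reads corresponds to 2.30 CPM in C1, 0.614 in C2, 0.663 in C3, 0.974 in N1, 0.640 in N2 and 0.535 in N3, and transcripts near these levels are less precise, above all in C1. The recovered reads are alignments assigned to transcripts, and 1 read may have been assigned to several near-identical transcripts. Replicate libraries differed by more than sampling noise (chi-square per degree of freedom 1.28 to 2.83 over pairs of the same group), and all 6 were used as separate libraries. Mean correlation of log2(CPM + 1) with the other libraries of the same group was 0.936 for C1 and up to 0.966 for N3.

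The main test was fixed before the data were examined, when the deposited unit was known only as CPM. It was kept after the reads were recovered. It was limma on log2(CPM + 1), with lmFit and eBayes with a trend, on all 6 libraries. Adjustment was by Benjamini-Hochberg over 46658 transcripts, with a threshold of 0.05. Limma gave the libraries equal weight although their depths differed, so a transcript that did not pass limma is not shown to be unchanged. Versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0. On the recovered reads, edgeR's quasi-likelihood, likelihood-ratio and exact tests and DESeq2 were run as alternatives. Other alternatives were pseudocounts of 0.25 and 4 CPM, at least 10 CPM in 3 libraries, no filter, TMM factors computed on the table, quantile normalization, moderation without a trend, the replicate number as a block, and leaving out each library in turn. Settings added after the results were seen were 3 further edgeR dispersion settings and the fit without C1 and N1.

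The scripts were tested on simulated data for ammonium against water, with counts drawn from the real means and library sizes at a dispersion of 0.015 for every transcript. The changed transcripts were drawn from those with a mean of at least 10 CPM, so recovery of lower ones was not tested. The simulation had no shared reads and no library that stood apart. Of 44960 simulated transcripts tested, limma recovered 75% of 100 transcripts changed by 1 on the log2 scale and 100% of 100 changed by 2, with 4 false calls, and edgeR's exact and quasi-likelihood tests recovered 90% and 100%, with 12 false calls each. On the data edgeR's exact and quasi-likelihood tests called 378 and 114 transcripts, so the simulation does not give their error rates there.

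Named transcripts were those the paper names by ID in its results, discussion, Figure 1D, Supplementary Table 1 and Supplementary Dataset 16, then up to 10 with the largest log2 fold change in each direction that passed limma, did not overlap between groups and carried a name, filled up with the smallest p-values where fewer passed, and up to 4 members of each list with the smallest p. From these, and with 1 addition, 98 transcripts were picked for the text after their values were seen, and each was run under every alternative, of which at least 10 CPM in 3 libraries left out 24 of them and DESeq2 gave 14 no adjusted p. There were 39 lists. Those of nitrogen assimilation, defense, cell wall, transcription factors, auxin-repressed protein, FCS-like zinc finger, carbohydrate metabolism, RT-qPCR transcripts, primer table and reference genes, and multi-approach elements came from the paper's text, Figure 1D, Supplementary Table 1 and Supplementary Dataset 16, and 4 terms came from Supplementary Dataset 3. The list of transcripts with a differential m6A ratio was Supplementary Dataset 13. The family lists (ribosomal proteins, translation factors, heat shock proteins and chaperones, glycolysis, fermentation and sucrose synthase, aldehyde dehydrogenases, TCA cycle, nitrogen assimilation enzymes, ethylene, pathogenesis-related proteins, peroxidases, glutathione transferases, phenylpropanoid enzymes, histones, tubulins and actins, aquaporins, photosynthesis, RACK1, ACC oxidase and TCTP) came from annotations in Supplementary Datasets 10 (the first 1956 of 3786 rows held), 13 (complete) and 14 (the first 1888 of 2385 rows held), and were counted but not used for set tests. Members of the family lists were found by keyword, so some carry the name of another family. A list of low-oxygen response genes came from *Arabidopsis* matches, also in the first 1996 of 46658 rows of Supplementary Dataset 2, which is ranked by p. Set tests (camera with a preset correlation of 0.01 and with an estimated one, and fry) were run for 3 complete lists. The RT-qPCR, modification, poly(A), metabolite and protein measurements were not analysed here.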

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

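A transcript of a tau class glutathione S-transferase (pp_235803) was among the 4 that rose in ammonium-treated roots and is not among those the paper names in its text, Figure 1D, Supplementary Table 1 or Supplementary Dataset 16. Its log2 fold change was 1.20 (adjusted p = 0.0288 from limma and 8.70e-06 from edgeR's exact test), with the 3 ammonium libraries above the 3 control libraries. Leaving out C1, C2, N2 or N3 ended the limma call (adjusted p 0.0536, 0.0787, 0.245 and 0.190), and no explanation was tested.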

How the results depend on the processing

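The fit without C1 and N1 and 3 of the edgeR settings were added after the results were seen. Limma's 18 DE transcripts (4 upregulated, 14 downregulated) became 17 to 25 with other pseudocounts, filters and scalings (the run with no filter removed nothing and tests nothing), with 8 upregulated under quantile normalization. Counts were set, in this order, by moderation without a trend, the replicate block, edgeR's quasi-likelihood test, DESeq2, edgeR's likelihood-ratio test, its exact test, its quasi-likelihood test with the replicate block, its exact test with common and tagwise dispersion, its likelihood-ratio tests with trended and with tagwise GLM dispersion, and limma without C1 and N1. DE transcripts then numbered 0, 49, 114, 83, 451, 378, 350, 350, 406, 480 and 352, and 0 to 71 with 1 library left out (0 without C2, 71 without N1). Upregulated transcripts numbered 0, 11, 29, 26, 137, 113, 82, 106, 132, 159 and 108, and 0 to 21 with 1 library left out. Downregulated transcripts numbered 0, 38, 85, 57, 314, 265, 268, 244, 274, 321 and 244, and 0 to 50 with 1 library left out. Members of the 39 lists that were called numbered 8 in limma, then 0, 17, 40, 36, 105, 97, 80, 100, 94, 103 and 64, and 0 to 14 with 1 library left out. Of the RT-qPCR transcripts 1 was called in limma, then 0, 2, 3, 3, 6, 6, 4, 7, 6, 7 and 4, and 0 to 2 with 1 library left out. Of the transcripts of multi-approach elements 3 were called in limma, then 0, 6, 8, 7, 30, 29, 21, 33, 25, 28 and 12, and 0 to 7 with 1 library left out. The cause of these changes was not tested. Both set tests of terms ended with an estimated correlation (adjusted p = 0.0633 for the ammonia assimilation cycle and 0.0806 for protein glutathionylation), and that of the m6A transcripts with quantile normalization (adjusted p = 0.918 from camera in limma). Over the 98 transcripts picked for the text none changed direction in any setting that gave it a value (24 had none at 10 CPM in 3 libraries, and 14 had no adjusted p in DESeq2). Of their values under the alternatives, 1649 stayed on the same side of the threshold, 525 (77 transcripts) passed where limma on all libraries had not, and 42 (11 transcripts) no longer passed. The samples share only a number in the sources used here, so the replicate numbers were not taken to pair them, which the low correlations below do not exclude. The deviations of C1 and N1, C2 and N2, and C3 and N3 from their group means correlated across transcripts at -0.00237, 0.0561 and -0.00855, under the 0.1 asked for, and only C2 and N2 correlated best with each other. With the replicate block 11 of the 98 transcripts passed that had not in limma, among them pp_203818 (adjusted p = 0.0122) and pp_78343 (0.0251), and 0 no longer passed. The paper states that the experiment was repeated independently but not that a library's number marks its repeat. These correlations were first printed in the same run as the blocked counts, after the limit of 0.1 and the unblocked fit were fixed. Depth limits low transcripts most in C1, where 3 reads are 2.30 CPM.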

Differences from the paper's values

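The paper reports 350 DE transcripts, 106 upregulated and 244 downregulated, at the same filter and FDR threshold with edgeR, and limma on the deposited CPM gave 18, 4 and 14. Of the alternatives set before the data were examined, edgeR's exact test (378, 113 and 265), its likelihood-ratio test (451, 137 and 314) and its quasi-likelihood test with the replicate block (350, 82 and 268) came within 1.5 times of the paper's values, and these share 343, 342 and 250 of the paper's 350 calls. edgeR's quasi-likelihood test without the block (114), DESeq2 (83) and the limma settings (0 to 71) did not. edgeR's exact test with common and tagwise dispersion gave 350, 106 and 244 and drops 0 of the paper's calls, but was chosen after seeing the values, among 5 settings of edgeR's exact and likelihood-ratio tests. Likelihood-ratio tests with trended and with tagwise GLM dispersion, also chosen after seeing the values, gave 406 (132 and 274) and 480 (159 and 321) and share 330 and 319 of the paper's 350. Limma without C1 and N1, chosen after seeing the values, gave 352 (108 and 244) and shares 167 of the 350. The paper's text does not name its edgeR test. All 350 had the same direction in limma as in the paper's table.

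For 12 low transcripts the paper's log2 fold change differed from that of limma. A difference here is one larger than the transcript's replicate SD in limma on all 6 libraries, the same SD for every setting, or, for a transcript with a library at 3 reads or fewer, a ratio over 1.5. The paper gives 1.64 for the patatin-like transcripts pp_71017 and pp_71019, where limma gave 1.25, 1.59 for pp_71018 (1.25 in limma), and 1.57 for pp_71020 and pp_71022 (1.23 in limma). It gives -1.56 for the ERF pp_58625 (-1.26 in limma), -2.71 for the ERF pp_86737 (-1.33 in limma) and -2.27 for the MYB pp_202778 (-0.98 in limma). For pyruvate decarboxylase it gives -3.31 for pp_78343 (-2.41 in limma), -3.05 for pp_126347 (-1.51 in limma) and -3.09 for pp_123611 (-2.03 in limma, a gap within the replicate SD of 1.16, which libraries with 3 reads or fewer widen), and for the peroxidase pp_136236 it gives 1.57 (1.16 in limma). The 5 tests on recovered reads fixed beforehand (edgeR's exact, likelihood-ratio, quasi-likelihood and blocked quasi-likelihood tests and DESeq2) gave values that did not differ by this measure from the paper's for any of the 12. A pseudocount of 0.25 CPM did so except for pp_202778 and pp_126347, although pp_78343 at -2.85 and pp_123611 at -2.54 stayed short of the paper's values. Leaving out N3 brought the 5 patatin-like transcripts and pp_58625 within the SD, and leaving out C3 pp_71018, pp_71020 and pp_71022. Leaving out C1, C2 or N2 did so for pp_58625 and pp_78343, where pp_78343 moved from -2.41 to -2.85, -2.57 and -2.53, and those without C2 or N2 are small moves that leave most of the gap. For pp_123611, leaving out C1, C2, N2 or N3 gave -2.75, -2.09, -2.18 and -2.24, which is within 1.5 times of the paper's value. The other alternatives set before the data were examined gave no value or a difference for each of the 12. Of the settings chosen after seeing the values, edgeR's exact test with common and tagwise dispersion and the likelihood-ratio tests with trended and with tagwise GLM dispersion, which share 350, 330 and 319 of the paper's 350 calls, did not differ for any of the 12. Limma without C1 and N1, also chosen after seeing the values and sharing 167, did not differ for pp_58625, pp_78343 and pp_123611.

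The results text lists the RPW8 domain-containing protein transcript pp_142311 among the upregulated ones. Here it was lower under ammonium (log2 fold change -1.18 in limma and -1.34 in edgeR's exact test), and the paper's value in Supplementary Dataset 2 is -1.33. The other 13 defense transcripts in that sentence were higher under ammonium here too. The transcripts that the results text names as DE did not all pass limma, and edgeR's exact test called each of those lists in full, from nitrogen assimilation to carbohydrate metabolism. *S*-adenosylmethionine synthetase (pp_92107), which the paper reports as DE, passed in edgeR's exact test with common and tagwise dispersion (adjusted p = 0.0468) and in its likelihood-ratio test with tagwise GLM dispersion (0.000498), both chosen after seeing the values, and in no other setting (0.0630 to 0.600).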

Other observations

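The test of a shift from the scaling and those of the count of DE transcripts without N1, without C1 and without both, and of other splits of the libraries for that count, were chosen after the result was seen. Of 31 measured transcripts that match low-oxygen response genes of *Arabidopsis* (35 listed), 28 were below 0 in log2 fold change, with a median of -0.85. Of the 6 libraries, C3 was the highest in 21 of the 31, with 28.9 CPM of pyruvate decarboxylase pp_78343 against 6.14 in C1 and 9.61 in C2. Without C3 the median was -0.60 and 27 were below 0 (3 called by limma), and 14 instead of 26 had an unadjusted p under 0.05. Without C2 limma called 0 (19 at an unadjusted p under 0.05, median -0.83). With all 6 libraries limma called 3 as fallen, the alcohol dehydrogenase forms pp_247833, pp_247834 and pp_247837, and none as risen, with 22 lower and 2 higher when adjusted over the list alone. edgeR's exact test and quasi-likelihood test called 9 lower each and DESeq2 4. Part of the list comes from the paper's table ranked by p on these libraries, so it is not independent evidence of direction. Of the 3 above 0, the non-symbiotic hemoglobin transcript pp_135403, chosen after its values were seen, was at 2.17 ± 1.24 CPM in control roots and 5.42 ± 2.56 CPM under ammonium (SD, n = 3, log2 fold change 1.01, and 0.64 without C1, adjusted p = 0.474 from limma and 0.273 from edgeR's exact test). Of 91 transcripts with a differential m6A ratio, chosen by the study on these libraries, limma called 2 as fallen, the calcium binding protein forms pp_108445 and pp_108458, and 0 as risen (8 lower when adjusted over the list alone). edgeR's exact test called 4 lower, its quasi-likelihood test and DESeq2 3 each, and camera with a preset correlation gave adjusted p = 0.000648 downwards (adjusted p = 0.0279 with an estimated correlation, 0.00474 from fry). Their median log2 fold change was -0.02 and the mean -0.09, and the set test ended under quantile normalization (adjusted p = 0.918 from camera in limma).

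In the lists of primary metabolism limma called 0 of 55 glycolysis transcripts (3 higher and 1 lower at an unadjusted p under 0.05) and 0 of 31 TCA cycle transcripts (0 and 0), as did edgeR's exact and quasi-likelihood tests, DESeq2 and the tests adjusted over the list alone. The glycolysis list does not hold the phosphofructokinase pp_211717. That transcript was lower (log2 fold change -1.03, adjusted p = 0.246 from limma and 0.0183 from edgeR's exact test). Of 30 phenylpropanoid enzymes limma called 0 (7 higher and 0 lower at an unadjusted p under 0.05, 3 higher when adjusted over the list alone), edgeR's exact test 2 higher and its quasi-likelihood test and DESeq2 0. Among the 3 is pp_164362, which a keyword placed on the list although its own name is GA2ox10. The 4-coumarate-CoA ligase transcript pp_153265 of that list was at 14.3 ± 2.43 and 24.6 ± 0.688 CPM (SD, n = 3, adjusted p = 0.148 from limma and 0.0105 from edgeR's exact test). Of 32 pathogenesis-related proteins limma called 0 (5 higher and 3 lower at an unadjusted p under 0.05, 3 and 1 when adjusted over the list alone), and edgeR's exact test, its quasi-likelihood test and DESeq2 1 higher each. That list does not hold the PR-1 transcript pp_87427 or the antimicrobial peptide pp_58008, which limma called as risen. Limma called 0 of 23 peroxidases (3 higher at an unadjusted p under 0.05, 1 when adjusted over the list alone). The 3 include a peroxiredoxin (pp_204103). Of 14 transcripts on the glutathione transferase list limma called 0 (4 higher at an unadjusted p under 0.05, 1 when adjusted over the list alone). edgeR's exact test called 1 higher in each list, and its quasi-likelihood test and DESeq2 0. On the glutathione transferase list that 1, also the 1 when adjusted over the list alone, was elongation factor 1-gamma (pp_233771). A keyword placed it there, and it is counted among the translation factors too. edgeR's exact test called no other member of that list. The glutathione transferase list does not hold the tau class form pp_235803, which limma called as risen, or the lambda class form pp_105383. Among 18 tubulins and actins limma called 0 (2 higher and 1 lower at an unadjusted p under 0.05 and when adjusted over the list alone), edgeR's exact test 1 lower, the actin pp_80873, and its quasi-likelihood test and DESeq2 0. Limma, edgeR's exact and quasi-likelihood tests and DESeq2 called 0 of 37 histones, 16 aquaporins, 4 photosynthesis transcripts, 2 RACK1 and 3 TCTP transcripts, as when adjusted over the list alone, with 0 and 0, 1 and 0, 0 and 1, 0 and 1, and 0 and 0 higher and lower at an unadjusted p under 0.05 in limma.

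Near-identical transcripts moved together. Over 115 neighbouring pairs of transcripts of the same unigene, the recovered reads of the 6 libraries differed with a median chi-square per degree of freedom of 0.11 (quartiles 0.0143 and 0.544, 83 pairs under 0.5), against 9.01 for random pairs. All pairs were drawn from the 350 transcripts called by edgeR's exact test with common and tagwise dispersion, a setting chosen after seeing the values. Random pairs could join risen with fallen transcripts, which raises their value. Separately counted reads would give about 1, so a candidate explanation is that 1 read was counted for more than 1 transcript, and counts of DE transcripts may then exceed the number of genes. A shared promoter cannot bring the value under that of sampling noise, and the reads themselves were not analysed here.

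The alcohol dehydrogenase transcripts that fell kept the direction and most of the size of their difference with any 1 library left out. Their limma calls were lost without C2 (adjusted p = 0.062 from limma). Their median log2 fold change was -1.16 with all 6 libraries and at the smallest -1.01 (without N2). For these 3 forms no single library set the difference. They were picked because limma called them on these libraries, which favours even values within each group, and they may share reads. The result therefore cannot speak for other alcohol dehydrogenase forms. The uncalled pp_203818 had 121 CPM in C3 against 41.4 in C1 and 56.5 in C2. Quantile normalization gives the libraries one distribution and raised the number of DE transcripts from 18 to 25. It left the median of the 3 forms at -1.16 (adjusted p = 0.00597 from limma for each). The TMM factors were already in the values, and the median log2 fold change of all transcripts was 0.0043 before and 0.009 after it. So small a shift of all transcripts could not hold a difference of that size in the deposited values, which argues against it for these 3 forms. Because the TMM factors had centred the median beforehand, quantile normalization itself was no further test of the scaling. Both groups were irrigated with 80 mL, and an effect of ammonium itself stays open, as do differences between the roots that the labels do not record.

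The number of DE transcripts in limma changed with the library left out. It was 71 without N1, 29 without C1, the shallowest library, 352 without both, 26 without C3, 5 without N2, 5 without N3 and 0 without C2 (4726 at an unadjusted p under 0.05). Whether N1 standing apart or the depth of C1 lies behind these changes stays open, since the counts without them are the pattern itself. The paper's sequencing summary gives N1 the lowest maximum read quality, and whether that plays a part was not tested. It gives N2 and N3 the shortest mean and median reads, so read length partly goes with the treatment, and this was not tested either. The 6 libraries allow 10 splits into 3 and 3, too few for a share under 0.05. The real count and the highest count of the other splits were 18 and 0 for limma, and 350 and 71 for edgeR's exact test with common and tagwise dispersion. For the set tests, the real p and the lowest p of the other splits were 2.52e-07 and 0.00555 from camera for the ammonia assimilation cycle, 1.51e-10 and 6.20e-08 for protein glutathionylation, and 0.000648 and 0.0366 for the m6A transcripts.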
